# Radiation Rescue: Mesenchymal Stromal Cells Protect from Lethal Irradiation

**DOI:** 10.1371/journal.pone.0014486

**Published:** 2011-01-05

**Authors:** Claudia Lange, Bärbel Brunswig-Spickenheier, Heike Cappallo-Obermann, Katharina Eggert, Ursula M. Gehling, Cornelia Rudolph, Brigitte Schlegelberger, Kerstin Cornils, Jozef Zustin, Andrej-Nikolai Spiess, Axel R. Zander

## Abstract

**Background:**

Successful treatment of acute radiation syndromes relies on immediate supportive care. In patients with limited hematopoietic recovery potential, hematopoietic stem cell (HSC) transplantation is the only curative treatment option. Because of time consuming donor search and uncertain outcome we propose MSC treatment as an alternative treatment for severely radiation-affected individuals.

**Methods and Findings:**

Mouse mesenchymal stromal cells (mMSCs) were expanded from bone marrow, retrovirally labeled with eGFP (bulk cultures) and cloned. Bulk and five selected clonal mMSCs populations were characterized in vitro for their multilineage differentiation potential and phenotype showing no contamination with hematopoietic cells. Lethally irradiated recipients were i.v. transplanted with bulk or clonal mMSCs. We found a long-term survival of recipients with fast hematopoietic recovery after the transplantation of MSCs exclusively without support by HSCs. Quantitative PCR based chimerism analysis detected eGFP-positive donor cells in peripheral blood immediately after injection and in lungs within 24 hours. However, no donor cells in any investigated tissue remained long-term. Despite the rapidly disappearing donor cells, microarray and quantitative RT-PCR gene expression analysis in the bone marrow of MSC-transplanted animals displayed enhanced regenerative features characterized by (i) decreased proinflammatory, ECM formation and adhesion properties and (ii) boosted anti-inflammation, detoxification, cell cycle and anti-oxidative stress control as compared to HSC-transplanted animals.

**Conclusions:**

Our data revealed that systemically administered MSCs provoke a protective mechanism counteracting the inflammatory events and also supporting detoxification and stress management after radiation exposure. Further our results suggest that MSCs, their release of trophic factors and their HSC-niche modulating activity rescue endogenous hematopoiesis thereby serving as fast and effective first-line treatment to combat radiation-induced hematopoietic failure.

## Introduction

The management of patients suffering from acute radiation syndromes (ARS) still remains a major challenge. Survival of radiation induced bone marrow failure depends on the dose of radiation received and the intensity of supportive care which can protect from otherwise lethal infection and give surviving stem cells a chance to expand. To provide the best possible care for radiation accident victims in acts of terrorism or catastrophic incidences, medical countermeasures need to be made within the first few days for optimal efficacy [1]. The “response category concept” proposed by Fliedner et al [2] evaluates the radiation induced tissue damage and rates the hematopoietic score 4-H4 (the highest score for hematopoietic damage) as case with little probability for autologous recovery. Combined approaches including presenting symptoms, biomarkers and physical dosimetry are employed to categorize affected individuals for best medical countermeasures [3].

Overall measures include supportive care, treatment with growth factors within the first two weeks after radiation exposure, or hematopoietic stem cell transplantation (HSCT). Since radiation effects on blood stem cells occur at doses generally lower than on other critical organs, the rapidly emerging changes in the peripheral blood cell lineages dictate the treatment options. Animal and human studies indicate that hematopoietic pluripotent stem cells have a D_0_ of about 95cG as indicated by Fliedner et al [1]. D_0_ is the dose increment that reduces the cell survival to 37%. In fact, total body exposure at doses more than 7–8 Gy total body irradiation (TBI) in human corresponds to medullar eradication. Under this threshold spontaneous recovery from residual hematopoietic stem and progenitor cells may be expected within 30–50 days but going through cytopenic phases of granulocytic, megakaryocytic and erythrocytic lineages. HSCT should be considered if the victim's HSC pool is essentially irreversibly damaged. Interestingly, even after TBI, intrinsically radioresistant stem cells have been detected in distinct bone marrow (BM) areas comprising a residual hematopoietic stem and progenitor cell pool [4]. ARS does not only imply damage to the bone marrow. In a dose-dependent matter, it can also emerge as gastrointestinal and cerebrovascular syndromes leading to development of multiple organ dysfunctions [4]. Damage to the whole organism is related to a systemic inflammatory response. Different target organs are affected due to activation of the innate immune system, resulting in a significant release of inflammatory cytokines [5]. The pathophysiology appears comparable to that of acute graft-versus-host disease (GvHD) following allogeneic stem cell transplantation where a similar “cytokine storm” has been observed [6]. Long-term effects of ionizing radiation have been well documented in atomic bomb survivors in whom persistent signs of inflammation, e.g. increased plasma levels of tumor necrosis factor-α (TNF−-α), interferon-β, interleukin-6, and C-reactive protein, have been reported [7]. Additionally, oxidative stress after high dose ionizing radiation has been involved in delayed morbidity [4]. Management of ARS therefore relies on tissue damage repair processes that might be supported by therapies directed at mitigation of inflammation [4].

Efforts to improve outcome for affected individuals focus on the stem cell niche. Therefore, visionary therapies should augment niche activity to accelerate hematopoietic recovery in vivo. Several studies have demonstrated that BM osteoblasts regulate the HSC pool size in vivo via the Jagged1-Notch signaling pathway [1]. For example, parathyroid hormone receptor activation can increase the number of osteoblastic cells, resulting in Notch1-mediated expansion of HSCs [8]. One integrative part of the BM stroma are the mesenchymal stromal cells (MSCs), also described as osteoblastic progenitors [9]. MSCs have been proven to intervene with acute organ impairments. Cotransplanted with HSCs, MSCs augment hematopoietic recovery after chemo- or radiotherapy significantly decreasing the time to full hematopoietic and particularly platelet reconstitution [10]. Additionally, there is a large body of evidence for MSCs effectiveness in the treatment of steroid resistant GvHD without any side effects even when obtained from BM of third-party donors [11], [12]. No HLA-matching is needed between donor and recipient because MSCs have been shown to be hypoimmunogenic and are not recognized by the recipients immune system even after repeated injections [11], [12]. Finally, MSCs secrete a plethora of bioactive molecules [13], [14]. Among these, several essential hematopoietic growth factors including IL6, IL11, LIF, SCF, and Flt3 ligand are produced but also factors with immunomodulatory effects, e.g. TGF-β1, prostaglandin E2, indoleamine 2,3-dioxygenase, and others. [14], [15]. Additionally, vascular endothelial growth factor (VEGF) secreted by MSCs in large amounts might interfere with an early apoptotic cell death after irradiation [4]. Therefore, MSCs might be a good candidate for the modulation of hematopoietic niche activity.

Altogether, we assumed that MSCs with their comprehensive trophic potential could serve as a readily available treatment option after severe radiation exposure.

## Results

### MSCs promote hematopoietic recovery after lethal irradiation

Dynamic evaluation of peripheral blood counts of animals treated with bulk MSCs revealed similar leukocyte and thrombocyte recovery as observed in recipients transplanted with HSCs [16] reaching normalization of white blood cells after 4 weeks (Figure 1). Seven months after transplantation, 2/3 of recipients still were alive (Table 1) and hematologically well with a normal distribution of peripheral blood cell (PB) populations (Table 2).

**Figure 1:**
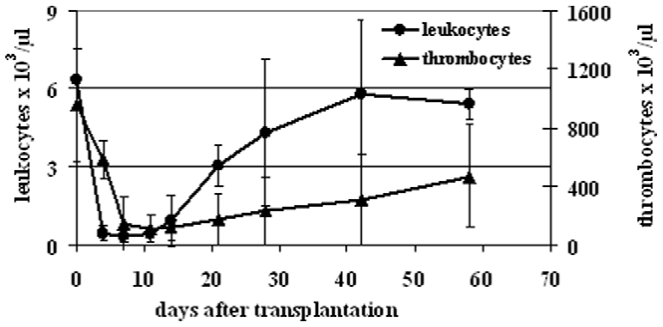
Mouse MSCs rescue mice after total body irradiation. Transplantation of bulk mMSCs led to a normalization of the peripheral white blood cell count within 4 weeks. Thrombocyte recovery needed approx. 8 weeks for normalization. Thus, results are comparable to blood recovery after HSC transplantation.

**Table 1:** Phenotypical characterization of mMSCs and recipients' survival rates after transplantation.

	CD34	CD45	CD59	CD90	CD105	CD117	Sca-1	survival at 7 months [%]
bulk	1.6	0.5	95.4	0.5	85.9	0.9	96.7	19/28 [67.9]
IXH8	***9.8***	***4.1***	97.4	2.7	***1.6***	1.5	99.2	15/17 [88.2]
IVH7	1.2	1.3	54.7	0.5	94.1	2.8	81.9	2/12 [16.7]
IXC2	0.9	2.2	79.6	1.2	94.0	1.5	90.2	3/10 [30]
VIIIE7	1.2	1.1	71.1	2.0	93.1	1.5	96.4	4/10 [40]
VF10	2.2	2.2	45.9	0.7	74.0	3.4	77.9	3/10 [30]
radiation control	nd	nd	nd	nd	nd	nd	nd	0/15 [0]

Cultures of eGFP-transduced bulk and cloned mMSC after extended expansion were positive for CD59, CD105 and Sca-1 but negative for the hematopoietic markers CD34, CD45, CD117 and for CD90 by flow cytometry. Clone IXH8 was different from all other cultures in its expression of CD34/CD45 and negativity of CD105 (shown in bold italic). Transplantation with this clone resulted in the highest survival rate of the irradiated recipients, suggesting elevated CD34 and CD45 and no CD105 expressions might be a prerequisite of the high rescue capability. nd, not done.

**Table 2:** Peripheral blood cell populations in mMSC transplanted animals.

lymphocytes	neutrophils	monocytes	eosinophils
72%±3	21%±3	5%±2	2%±1

The distribution of white blood cells 5 months after bulk mMSC transplantation was counted using Pappenheim-stained blood smears.

Using ligation-mediated (LM-) PCR we identified specific integration site (IS) patterns for each single clone in vitro (Figure 2). For mMSC clone IVH7 we identified 2 IS, for VF10 3 IS, for VIIIE7 1 IS, for IXC2 2 IS and for IXH8 1IS. Integration sites shown twice might be due to incomplete digestion of the genomic DNA. The thickness of the bands doesn't resemble minor or major integration sites but is inherent to the method. Further analysis of single integration sites is shown in Table S1.

**Figure 2:**
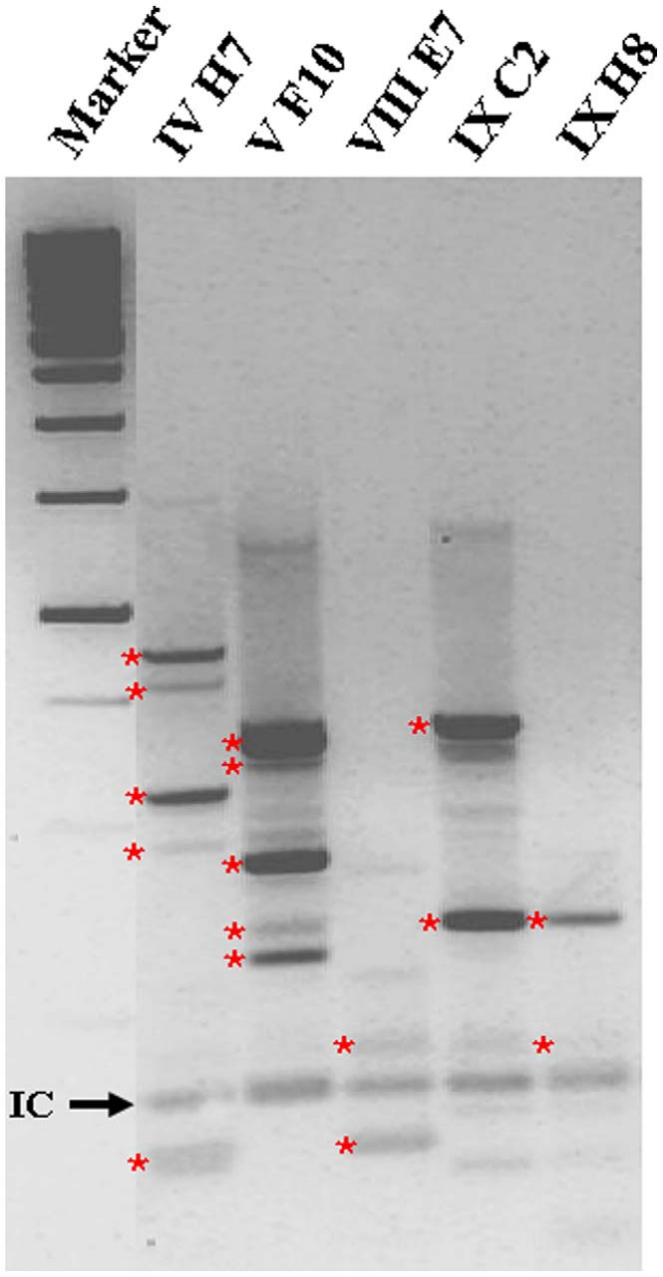
Integration site pattern of clonal mMSCs. The clonal mMSCs were investigated using LM-PCR. Each of the clones represents a specific pattern of integration sites. Bands marked with red asterix were subjected to sequencing for further characterization (see Table S1). IC, internal control.

Transplantation of clonal mMSCs resulted in a superior survival rate of recipients treated with clone IXH8 (88%) compared to survival rates of approx. 30% obtained with other clones (Table 1). No control animals without cell transplantation survived the TBI longer than 3 weeks. Impressively, clone IXH8 morphologically was different from all other cultures (Figure 3) without any flattened cells and additionally showed a distinct phenotype with increased CD34 and CD45 but no CD105 expression. All other characteristics of this clone corresponded to the ISCT criteria [17] (Figure 3, Table 1), questioning the relevance of CD105 expression for MSC characterization.

**Figure 3:**
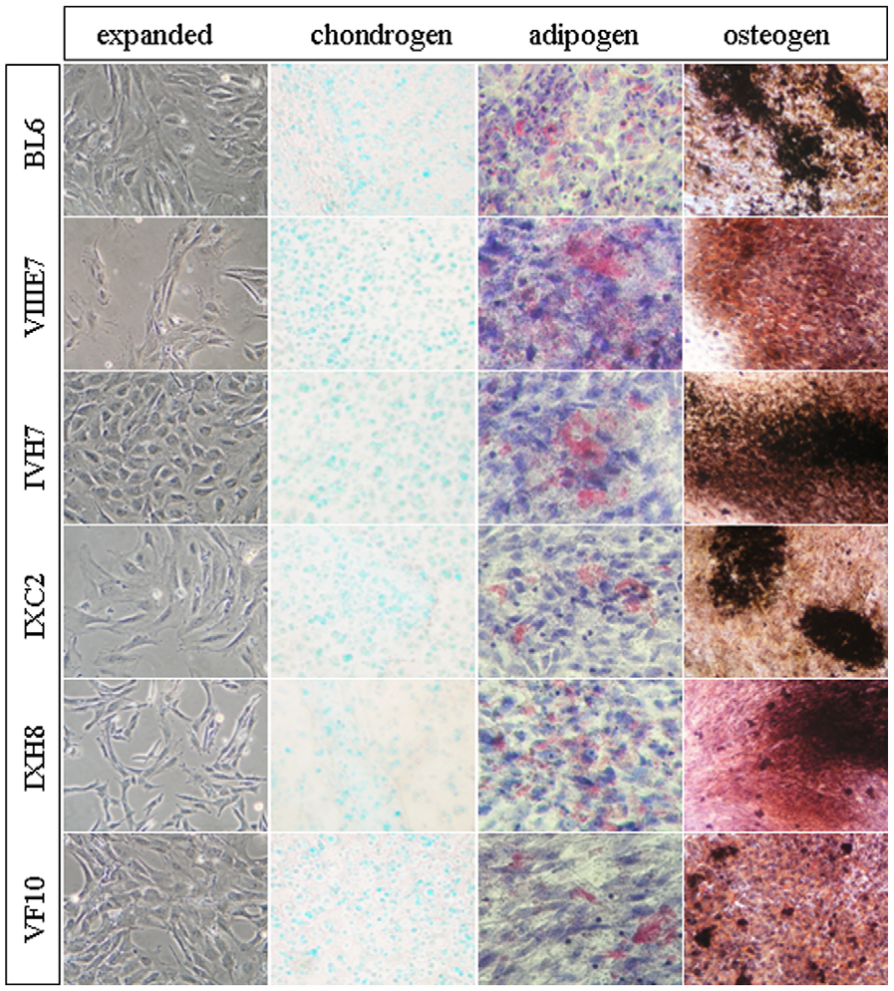
Differentiation potential of mMSCs. Mouse MSCs were generated from male C57BL/6J bone marrow and expanded for 9 passages. Expanded mMSC were retrovirally transduced with eGFP (bulk) and cloned. Five clones with sufficient growth were selected and further expanded. They differed regarding their morphology and growth pace. Cells from passages 14–16 were induced to differentiate into adipogenic, osteogenic and chondrogenic cells. All clones and the parental bulk cells demonstrated three-lineage differentiation capability. Noninduced controls were negative for the respective stainings (not shown).

### Transplanted donor cells are detectable short- but not long-term

Stably integrated eGFP-sequences were used for tracing donor cells in recipients after transplantation. Immediately after injection, 20.2%±15.7 of transfused cells could be detected in the peripheral blood (Figure 4a). Within 24 hours, eGFP-positive donor cells were diluted out from PB and trapped in lungs but not in BM, spleen or liver (Figure 4a insert). At day 10 and later on, no donor cells remained in any investigated tissue (PB, thymus, lymph node, liver, spleen, lung, intestine, aorta/vena cava and abdominal fat; not shown). A standard curve for eGFP-BM and assessment of donor cells in long-term survivors (see Materials and Methods) is shown in Figure 4b. This corresponds to results from repeated PB flow cytometry analysis of recipients within the 7-month period where no eGFP-positive or CD45.2 donor cells were found (not shown). Although we transplanted male donor mMSCs into female recipients, the Y-chromosome was not available for chimerism analysis. Among various structural chromosomal alterations and massive aneuploidy we surprisingly detected the loss of the Y-chromosome in clonal mMSCs already during the in vitro expansion period using spectral karyotyping (Figure 5).

**Figure 4:**
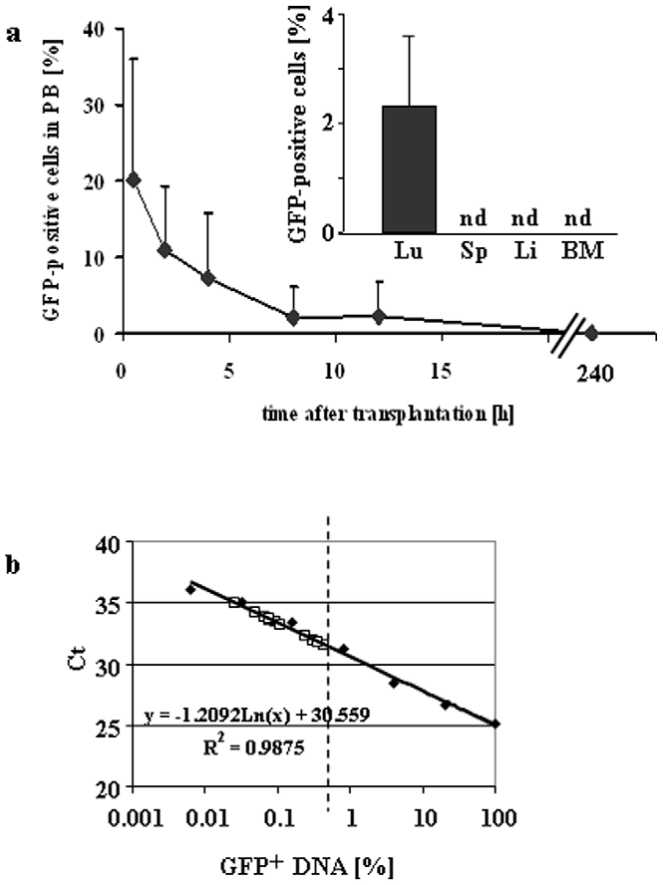
Donor mMSCs are not detectable long-term. (a) Tracking of eGFP-labeled clonal IXH8 donor mMSCs after transplantation revealed a fast decrease in PB. Within 8 hours, approx. 2% were quantified in PB and none after 10 days (n = 8 for each time point). Insert: mMSCs accumulated in lungs (Lu) within 24 h and disappeared within 10 days (not shown). Spleen (Sp), liver (Li) and BM were negative at d1. (b) Based on standard dilutions (filled symbols), no eGFP signals (open symbols) above the assay's detection limit of approx. 0.5% were detected in the BM of long-term survivors reconstituted with mMSCs of clone IXH8 (dashed line, detection limit of qPCR). nd, not detected.

**Figure 5:**
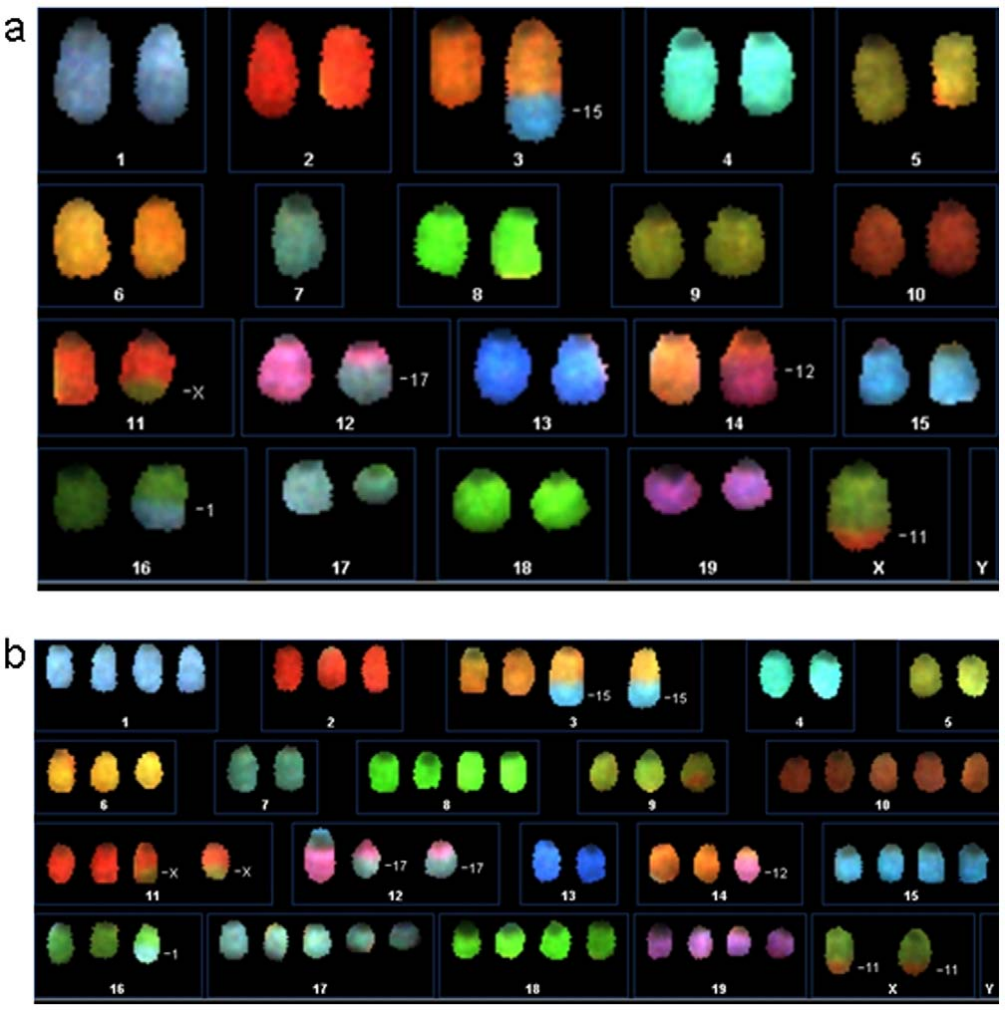
Spectral karyotyping of mMSCs. (a) Shown is the SKY analysis of clone IXH8. SKY analysis revealed clonal structural and numerical chromosomal alterations as demonstrated in the spectral image of a representative diploid metaphase. (b) In most metaphases, we observed a hypertriploid (representative metaphase shown here) to an almost hypotetraploid chromosome complement with loss of the Y-chromosome in all metaphases analyzed.

### MSCs salvage endogeneous hematopoiesis

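Gene expression in BM was measured on CodeLink UniSet Mouse 20K I Bioarrays, which carry short DNA probes for mouse transcripts and give the brightness of each spot after hybridization with labelled RNA of 1 sample. There were 3 groups with 2 arrays each. The BM group was unmanipulated marrow of age-matched mice, with marrow of 2 mice per array. The HSC group had received 9.5 Gy and 1000000 BM cells, with 2 mice per array. The MSC group had received the same dose and 1000000 bulk mMSCs, with 3 mice per array. The paper gives day 21 after transplantation as the time of sampling, whereas the design text of the series gives 7 months, and day 21 is used beside the claims. Donor mice were male and recipients female.
Each array held 20289 spots, of which 19801 were probes and 488 controls. Between 11072 (HSC replicate 1) and 12510 (MSC replicate 2) probes were above background, and 8848 were above it on all 6 arrays. The median spot was 2.10 to 2.69 times as bright as its local background. The authors deposited the scanner's spot and background intensities for each array, and a table of log2 values that had been quantile normalized. In that table the sign of intensities below background had been dropped, so that a spot below its background reads as one equally far above it. The values given here therefore start from the spot and background intensities, corrected with the normexp method (offset 50), quantile normalized and put on the log2 scale. An offset keeps dim probes stable and makes their fold changes smaller. Between 209 and 558 probes per array were left out because the scanner software had marked them as defective, and 139 to 181 were saturated. A probe was tested when it was above background on both arrays of at least 1 of the groups compared. The main test was limma over all 6 arrays, with p-values adjusted by the Benjamini-Hochberg method and 0.05 as threshold. Where a group was above background on neither array, a fold change is given as a lower bound. The number of arrays limits the precision, and the spread between arrays includes the spread between pools of different mice. The gene lists were fixed before the data were examined, but after the genes of Table 3 were known.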

While donor mMSCs did not home to the BM, the gene expression profile in BM changed significantly, clustering as a separate group compared to HSC transplanted mice or age-matched BM (Figure 6a). 

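In the marrow of mMSC recipients, 17 probes were higher and 33 lower than in unmanipulated BM at an adjusted p under 0.05 from limma, of 11861 tested (n = 2 arrays per group). Against HSC recipients, 9 probes were higher and 49 lower in the MSC group, of 11660. Between HSC recipients and unmanipulated BM, 4 of 11153 probes passed the test, with the Y-linked gene Eif2s3y higher and the platelet genes Ppbp and Treml1 and the zinc finger gene Zc3h11a lower in the HSC group. The differences between these 3 counts were not tested themselves, and they hang on single arrays. Against BM the MSC group had 85 probes higher and 22 lower without MSC replicate 1, and 16 and 13 without MSC replicate 2. Against HSC it had 58 higher and 31 lower without MSC replicate 1, and 11 and 17 without MSC replicate 2, so that the balance of rises and falls turned without MSC replicate 1 in both comparisons. HSC against BM had 4 higher and 67 lower without BM replicate 2 and 19 and 0 without HSC replicate 1, and all 4 calls were lost with the deposited values and with an offset of 16. At an unadjusted p under 0.05, limma called 1466 probes between MSC and BM, 1981 between MSC and HSC and 610 between HSC and BM, where chance alone gives 593, 583 and 558. The spread is estimated over all 6 arrays, so that differences between the BM arrays also bear on MSC against HSC. With only the 4 arrays of MSC and HSC, 20 probes were higher and 47 lower in MSC at an adjusted p under 0.05.
All 6 arrays were also clustered with Manhattan distance and average linkage over 17712 probes, with 1000 bootstrap resamples of the probes. The MSC arrays formed a pair in 100% of the resamples. The BM and HSC arrays together formed a group apart from the MSC arrays in 30.9%. BM replicate 2 and HSC replicate 2 formed a pair in 100%, and HSC replicate 1 joined this pair in 70.1%. BM replicate 1 joined the MSC pair in 69.1%. The BM arrays paired with each other in 0% of the resamples, as did the HSC arrays. The mean distance per probe was 0.391 between the MSC arrays, 0.391 between the HSC arrays and 0.420 between the BM arrays. It was 0.466 between HSC and MSC arrays (0.432 to 0.517 over 4 pairs), 0.442 between BM and MSC arrays (0.423 to 0.490) and 0.406 between BM and HSC arrays (0.361 to 0.478). The group of BM and HSC arrays had a support of 98.2% after cyclic loess normalization, 94.9% with the deposited values and 100% over probes above background on all 6 arrays, but 0% after median scaling and 5.4% with background-subtracted intensities. Its support was 100% without BM replicate 1 or without HSC replicate 2, and 0% without HSC replicate 1.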

Impressingly, the clustering of all genes was done without any preselection giving rise to highly stable clusters. A heat map using hierarchical clustering of up- and downregulated genes in the MSC compared to the HSC groups with p≤0.01 and fold changes of ≥2.5 or ≤2.5 illustrates the variations between the samples (Figure 6b). 

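Beyond the genes named in the paper's text, several B cell genes were among the strongest falls in the MSC group against the HSC group. Vpreb3, which encodes a protein of the pre-B cell receptor complex, fell by 5.18 on the log2 scale (SE 0.36, adjusted p = 0.00546). Ms4a1, the gene of the B cell surface protein CD20, fell by 3.98 (SE 0.34, adjusted p = 0.0129). Cd79b, a signalling chain of the B cell receptor, fell by 3.25 (SE 0.27, adjusted p = 0.0129), and Il12a, a subunit of the cytokine IL-12, fell by 3.19 (SE 0.40, adjusted p = 0.0324). Among the genes that rose, Cda, a cytidine deaminase of pyrimidine salvage, was at least 6.48-fold higher (adjusted p = 0.0129), and Mgp, which encodes matrix Gla protein, had a log2 fold change of 2.30 (SE 0.31, adjusted p = 0.0430).
The rule of the study, the methods' t-test at p of 0.01 or less with a ratio of at least 2.5, was passed by 34 of 10852 probes, 11 higher and 23 lower in the MSC group. Of these, 29 are in Table 3 and 22 also passed limma. At p of 0.01 or less with any ratio there were 255 probes, where chance gives 109. After Benjamini-Hochberg adjustment 0 probes passed the methods' t-test (smallest adjusted p 0.380), while 1220 had an unadjusted p under 0.05 and limma called 58. With background-subtracted intensities 52 probes passed the rule, and over probes above background on all 6 arrays 19 did. Fewer also passed without either HSC array or without MSC replicate 2. Cda was no longer called without MSC replicate 2 (adjusted p = 0.0565), nor Il12a (0.0640 to 0.135) and Mgp (0.111 to 0.175) without that array or either HSC array.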

Successful validation of selected genes by quantitative PCR (Table 3) emphasized the beneficial role of mMSCs in endogenous hematopoietic reconstitution (Figure 6c). Transplantation of mMSCs upregulated genes in the BM involved in cell cycle and protection from oxidative stress (Cdkn1a, BRPK) as well as in anti-inflammatory and detoxification processes (Thbs2, Gstm5). In contrast, genes for regulation of proinflammation (Klk6, Klk1b5), protein degradation (Uchl1), adhesion/matrix formation (Sykb, Emid1, Col5a3), lipid synthesis (Gpam), and lymphoid development (Vpreb1, Rag2) were downregulated. 

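Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 intensity of 12.45 ± 0.13 in the MSC group and 10.30 ± 0.10 in the HSC group (SD, n = 2 arrays each). This is a rise of 2.15 on the log2 scale (SE 0.23, adjusted p = 0.0232 from limma). Pink1 (BRPK), a kinase of mitochondrial quality control, stood at 10.07 ± 0.25 in the MSC group and was at least 4.12-fold higher than in the HSC group, where it was not above background, with an adjusted p of 0.114. Gstm5, a glutathione transferase, stood at 12.57 ± 0.10 and 11.21 ± 0.16 (adjusted p = 0.0559). Thbs2, which encodes the matrix protein thrombospondin 2, stood at 8.11 ± 0.03 in the MSC group and was at least 1.50-fold higher than in the HSC group, where it was not above background (adjusted p = 0.152).
Of 18 tested p53 targets 1 rose, Cdkn1a, and 17 did not pass the test (2 of the 18 higher when adjusted over the list alone, Cdkn1a and Phlda3). The median of the list was 0.41 (camera adjusted p = 0.00315, and adjusted p = 0.549 with an estimated correlation). Phlda3, another p53 target, had a log2 fold change of 1.28 (SE 0.29, adjusted p = 0.116). Of 24 genes of antioxidant defence 0 passed limma over all probes and 6 were higher when adjusted over the list alone, among them Pink1, Srxn1 (1.21) and Hmox1 (1.27). The median of this list was 0.56 (camera adjusted p = 0.000183, and adjusted p = 0.549 with an estimated correlation), and it differed by 0.30 between BM replicate 1 and BM replicate 2 with the same sign. Lists of erythroid, of monocyte and of immediate early genes were higher by camera as well (medians 0.66, 0.48 and 0.71, camera adjusted p = 0.000158, 0.00832 and 0.000122, and adjusted p = 0.573, 0.647 and 0.227 with an estimated correlation). Between BM replicate 1 and BM replicate 2 these lists had medians of 0.13, 0.28 and 0.10. The monocyte call depended on MSC replicate 2. Of 16 glutathione transferases and related genes 0 passed over all probes, and over the list alone Gstm5 was higher and Mgst1 lower (median 0.01, camera adjusted p = 0.898). For anti-inflammatory mediators the median was 0.23 over 15 genes (camera adjusted p = 0.215). Over this list alone 1 gene was higher, Il10, which encodes an anti-inflammatory cytokine and was at least 3.60-fold higher (adjusted p = 0.0236 over the list and 0.101 over all probes). Of 26 proliferation genes 0 passed over all probes and 1 over the list alone, the mitotic phosphatase gene Cdc25c (median 0.35, camera adjusted p = 0.109, but 0.00650 without HSC replicate 1 and 0.0194 without BM replicate 1). The call of Cdkn1a was lost without any 1 of the HSC or MSC arrays (adjusted p 0.0531 to 0.109) with the deposited values (0.0503) and without a filter on dim probes (0.0557). Pink1 differed by 1.44 between the BM arrays.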

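The largest fall was that of Vpreb1, a component of the surrogate light chain of pre-B cells. It had a log2 intensity of 14.41 ± 0.23 in the HSC group and 8.58 ± 0.33 in the MSC group (SD, n = 2 arrays each), which is 56.9-fold lower (adjusted p = 0.00382 from limma). Rag2, needed for V(D)J recombination, fell by 1.92 on the log2 scale (SE 0.23, adjusted p = 0.0272). Uchl1, a ubiquitin hydrolase, was at least 7.45-fold lower (adjusted p = 0.00546), and Gpam, which starts glycerolipid synthesis, fell by 2.31 (SE 0.28, adjusted p = 0.0272). Klk1b5, a kallikrein protease, was at least 3.45-fold lower (adjusted p = 0.0206). The probe listed as Klk6 matches Klk1 by its sequence record, and Klk1 was at least 2.96-fold lower with an adjusted p of 0.0611. Col5a3, a collagen chain, fell by 2.09 (SE 0.23, adjusted p = 0.0232). Syk (Sykb), a tyrosine kinase of immune receptor signalling, stood at 10.39 ± 0.13 against 11.90 ± 0.10 (adjusted p = 0.0541), and Emid1 at 8.45 ± 0.08 against 9.85 ± 0.06 (adjusted p = 0.0957). A fall between MSC and HSC can also hold a higher level in the HSC group. Against unmanipulated BM, Rag2 had a log2 fold change of -0.48 in the MSC group and 1.44 in the HSC group. Gpam had -1.22 and 1.08, Col5a3 had -1.05 and 1.04, and none of these passed limma. Uchl1, Klk1b5 and Klk1 passed limma as lower in MSC than in BM.
Between MSC and HSC, 7 of 15 genes of early B cell development fell, 0 rose and 8 did not pass limma over all probes, and 11 were lower when adjusted over the list alone. Besides Vpreb1 and Rag2, which the study had chosen on these arrays, so that their array values are not independent evidence, the list holds Ebf1 (-2.83, adjusted p = 0.0138), a transcription factor of B cell commitment, and Dntt (-2.96, adjusted p = 0.0431), the terminal transferase. The paper also measured selected genes by quantitative PCR in independent cohorts, which are not part of these files. The early B cell list had a median of -1.92 on the arrays (camera adjusted p = 1.57e-08, and adjusted p = 0.227 with an estimated correlation). Of 15 mature B and plasma cell genes 2 fell, Ms4a1 and Fcmr, and 5 were lower over the list alone, with a median of -0.01 (camera adjusted p = 0.178, but 0.0357 without HSC replicate 2 and 0.000180 without MSC replicate 2). In lipid synthesis 1 of 15 genes fell, Gpam, and 2 were lower over the list alone, with a median of 0.31 (camera adjusted p = 0.874). Of 4 tested kallikreins 1 fell, and 2 were lower over the list alone. Vpreb1 and Uchl1 passed under every limma alternative that tested them, but neither passed the methods' t-test after adjustment (adjusted p = 0.413 and 0.399). The run over probes above background on all 6 arrays tested neither, and Vpreb1 had no usable spot on BM replicate 2. Klk1b5, Col5a3, Gpam and Rag2 were no longer called without any 1 of the HSC or MSC arrays (adjusted p 0.0531 to 0.139), nor Dntt without HSC replicate 1 or 2 (0.140 and 0.172) and Fcmr without HSC replicate 2, MSC replicate 1 or MSC replicate 2 (0.0531 to 0.117).

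**Figure D1:**
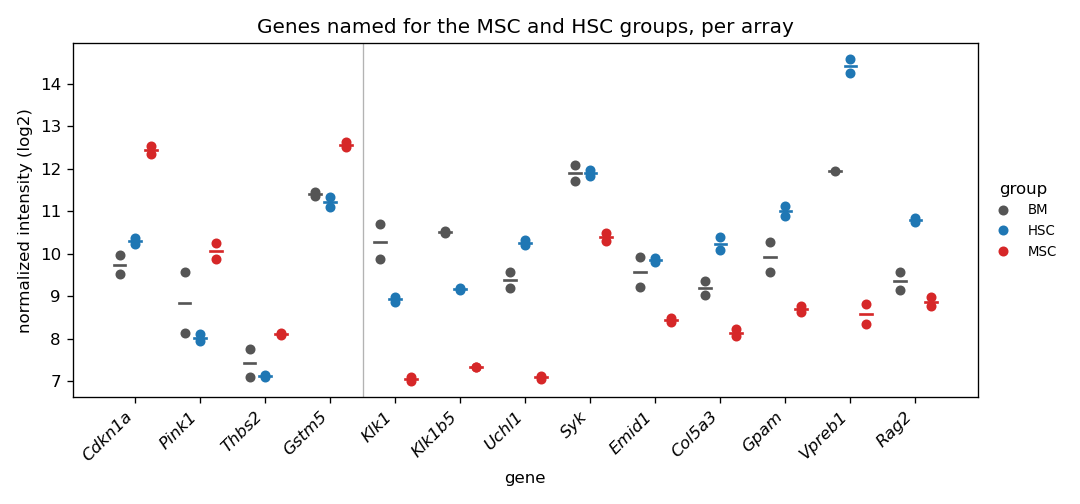
Normalized log2 intensity (vertical axis) of the genes named for the MSC and HSC groups (horizontal axis), with 1 point per array, a bar at the group mean and a colour per group. Vpreb1 is at 14.41 in the HSC group and 8.58 in the MSC group, and Cdkn1a at 10.30 and 12.45.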

The downregulation of genes involved in adhesion and matrix formation particularly suggests lower retention of hematopoietic progenitor cells within the stroma and higher potency to egress into the peripheral circulation.

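Among 12 tested genes of adhesion and retention of blood progenitors, 0 passed limma over all probes in the MSC group against the HSC group. Over the list alone 1 was lower, Syk. The median log2 fold change of this list was 0.01 (camera adjusted p = 0.750). Vcam1, an adhesion molecule of marrow stroma that binds progenitors, had a log2 fold change of 0.98 (SE 0.62, adjusted p = 0.457). Of 16 tested genes of the extracellular matrix 2 fell, Col5a3 and Reln, and 14 did not pass. Reln encodes the secreted protein reelin and fell by 1.67 (SE 0.23, adjusted p = 0.0430). When adjusted over the list alone 4 matrix genes were lower and 3 higher, and 11 of the 16 had a log2 fold change above 0. The proteoglycan gene Bgn, for example, had one of 1.30 (SE 0.65, adjusted p = 0.361). The median of the matrix list was 0.41 and its mean 0.10 (camera adjusted p = 0.548). Col5a3, Emid1, Reln and Syk are in Table 3, so that their direction on these arrays is not independent evidence. For Syk (Sykb), Emid1 and Col5a3 the paper also reports quantitative PCR in independent cohorts, which was not analysed here. Of 14 tested genes of stroma and osteoblasts 1 rose, Mgp, and 3 were higher over the list alone, among them Spp1 (1.91), which encodes osteopontin (median 0.14, camera adjusted p = 0.162). This list passed without MSC replicate 1 (0.000252) or HSC replicate 2 (0.0419) and without a filter on dim probes (0.0289), and Reln was no longer called without any 1 of the HSC or MSC arrays (adjusted p 0.0947 to 0.204).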

**Figure 6:**
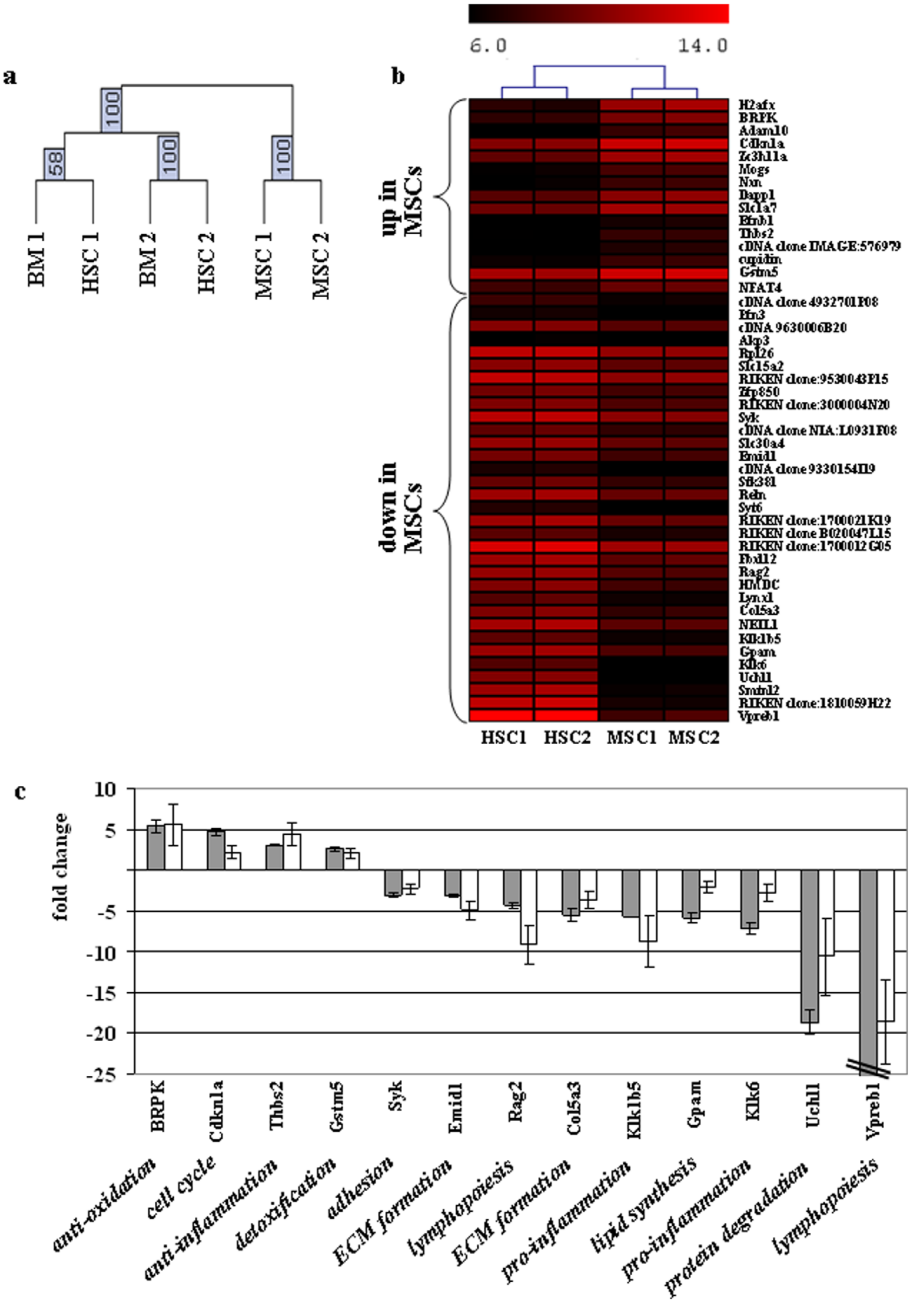
Transplantation of mMSCs leads to gene expression changes in BM supporting rescue of endogenous hematopoiesis. (a) Bootstrap hierarchical clustering of all 20K genes depicted highly stable clusters for HSC/BM vs. MSC. (b) Heat map clustering using average distance and Manhattan metric for 2 microarrays per group hybridized with RNA from pooled BM (HSC: 2 animals/array, MSC: 3 animals/array) is shown for genes summarized in Table 3. (c) Gene expression ratios of selected genes using BM of mice 21 days after transplantation with MSCs (n = 9) or HSCs (n = 10) were investigated for independent cohorts (grey columns: microarray data; white columns: quantitative PCR). Shown are mean ratios ± SEM. P<0.005. Suggested functions of validated genes are shown in italics.

**Table 3:** Differential gene expression in bone marrow of mice transplanted with HSCs or MSCs.

Accession No	Gene Name	Mean HSC	Mean MSC	ratio	p-value	Suggested functions [references]
**Upregulated in MSCs**						
NM_010436	H2A histone family, member X (H2afx)	7.18	11.05	**14.65**	0.0076	DNA repair [1]
AF316872	protein kinase BRPK/PINK1 (Pten induced putative kinase 1)	7.52	9.94	**5.36**	0.0082	Protection from oxydative stress [2]
NM_007399	a disintegrin and metalloprotease domain 10 (Adam10)	5.69	7.94	**4.74**	0.0097	shedding of inflammation driving substrates [3], [4]
NM_007669	cyclin-dependent kinase inhibitor 1A (P21) (Cdkn1a)	10.19	12.42	**4.68**	0.0031	Cell cycle control [5]
NM_144530	zinc finger CCCH type containing 11A (Zc3h11a)	9.03	11.09	**4.18**	0.0016	Signal transduction [6]
NM_020619	glucosidase 1 (Gcs1), mannosyl-oligosaccharide glucosidase (Mogs)	6.29	8.29	**4.00**	0.0067	Reentry in the mitotic cell cycle, actin cyto-skeletal organization [7]
NM_008750	nucleoredoxin (Nxn)	6.14	7.93	**3.46**	0.0079	accelerated proliferation after oxidative stress [8]
NM_011932	dual adaptor for phosphotyrosine and 3-phosphoinositides 1 (Dapp1), synonym for BAM32	8.73	10.40	**3.18**	0.0055	lymphocyte proliferation [9], [10]
NM_009201	solute carrier family 1, member 7 (Slc1a7)	9.33	11.00	**3.18**	0.0079	Na+-dependent amino acid transporter [11]
NM_010110	ephrin B1 (Efnb1)	5.15	6.82	**3.18**	0.0063	angiogenic remodelling [12]
NM_011581	thrombospondin 2 (Thbs2)	6.02	7.65	**3.10**	0.0020	antiinflammatory [13]
AA116457	mp95d10.r1 Soares_thymus_2NbMT cDNA clone IMAGE:576979 5′	5.63	7.14	**2.85**	0.0089	unknown
AB017136	cupidin/HOMER 2, complete cds	6.36	7.83	**2.77**	0.0029	regulation of T-cell cytokine production [14]
NM_010360	glutathione S-transferase, mu 5 (Gstm5)	11.15	12.54	**2.62**	0.0096	detoxification [15]
D85612	NFATx (NFAT4), complete cds	7.90	9.27	**2.57**	0.0046	Ca^2+^ dependent T-cell activation [16]
**Downregulated in MSCs**						
AV277818	RIKEN full-length enriched, adult male testis (DH5a) cDNA clone 4932701P08 3′,	7.83	6.50	**2.52**	0.0094	unknown
NM_029303	profilin 3 (Pfn3), mRNA	6.67	5.30	**2.58**	0.0051	actin filament assembly (cell motility) [17]
NM_172555	RIKEN cDNA 9630006B20 gene poly(A) polymerase gamma (Papolg)	10.09	8.71	**2.60**	0.0018	Ion channel [18]
NM_007432	alkaline phosphatase 3, intestine, not Mn requiring (Akp3)	6.15	4.74	**2.65**	0.0051	fat absorption [19]
NM_009080	ribosomal protein L26 (Rpl26)	12.03	10.60	**2.70**	0.0030	irradiation-induced apoptosis [20]
NM_021301	solute carrier family 15 (H+/peptide transporter), member 2 (Slc15a2)	10.39	8.95	**2.70**	0.0068	peptide transport [21]
AK020595	adult male urinary bladder cDNA, RIKEN clone:9530043P15 product∶hypothetical Pancreatic ribonuclease	11.94	10.49	**2.73**	0.0098	RNase
BM240956	K0609H05-3 NIA Hematopoietic Stem Cell (Lin−/c-Kit−/Sca-1+) cDNA clone NIA:K060, Zfp850 (zinc finger protein 850)	9.67	8.17	**2.83**	0.0064	unknown
AK013872	12 days embryo head cDNA, RIKEN clone:3000004N20 product∶hypothetical RNA-binding region RNP-1	10.03	8.47	**2.95**	0.0004	unknown
NM_011518	spleen tyrosine kinase (Syk)	11.86	10.29	**2.96**	0.0059	adhesion regulation [22]
BM119878	L0931F08-3 NIA Newborn Kidney cDNA Library (Long) cDNA clone NIA:L0931F08 IMAGE:30003043 3′	9.11	7.52	**3.01**	0.0083	unknown
NM_011774	solute carrier family 30 (zinc transporter), member 4 (Slc30a4)	10.708	9.08	**3.06**	0.0052	enzyme activity [23]
NM_080595	EMI domain containing 1 (Emid1)	9.71	8.09	**3.08**	0.0034	ECM formation [24]
BB078651	RIKEN full-length enriched, adult male diencephalon cDNA clone 9330154I19 3′	6.99	5.365	**3.10**	0.0066	unknown
NM_172734	serine/threonine kinase 38 like (Stk38l)	9.33	7.61	**3.30**	0.0090	neural differentiation [25]
NM_011261	reelin (Reln)	11.03	9.25	**3.44**	0.0041	neural differentiation [26]
NM_018800	synaptotagmin 6 (Syt6)	7.18	5.39	**3.47**	0.0021	vesicular transport proteins [27]
AK006217	adult male testis cDNA, RIKEN clone:1700021K19 product∶hypothetical Serine-rich region/Cysteine-rich	11.07	9.19	**3.70**	0.0099	unknown
BB713538	RIKEN full-length enriched, 2 cells egg cDNA clone B020047L15 3′, mRNA sequence	8.82	6.90	**3.79**	0.0041	unknown
AK005904	adult male testis cDNA, RIKEN clone:1700012G05 product:RIKEN cDNA 1700012G05 gene	12.91	10.95	**3.88**	0.0044	unknown
NM_013911	F-box and leucine-rich repeat protein 12 (Fbxl12)	11.07	9.03	**4.11**	0.0098	ubiquitin-mediated proteolysis [28]
NM_009020	recombination activating gene 2 (Rag2)	10.72	8.61	**4.31**	0.0032	lymphoid development [29]
BC037381	3-hydroxymethyl-3-methylglutaryl-Coenzyme A lyase-like 1 (HMDC)	10.15	7.98	**4.48**	0.0095	phospholipid biosynthesis
NM_011838	Ly6/neurotoxin 1 (Lynx1)	8.81	6.48	**5.01**	0.0091	cell development [30]
NM_016919	collagen, type V, alpha 3 (Col5a3), mRNA	10.12	7.69	**5.39**	0.0072	Structure of fibrillar collagen [31]
AK013322	10, 11 days embryo whole body cDNA, RIKEN clone: 2810450N13 product∶ hypothetical Formamidopyrimidine-DNA glycolase containing protein/ NEIL1	11.33	8.86	**5.53**	0.0041	DNA repair after oxydative damage[32]
NM_008456	kallikrein 1-related peptidase b5 (Klk1b5)	8.95	6.47	**5.58**	0.00006	ECM proteolysis, pro-inflammation [33]
NM_008149	glycerol-3-phosphate acyltransferase, mitochondrial (Gpam)	10.94	8.40	**5.80**	0.0035	glycerolipid synthesis [34]
NM_010639.5	kallikrein 6 (Klk6)	8.67	5.84	**7.13**	0.0029	ECM proteolysis, pro-inflammation [33]
NM_011670	ubiquitin carboxy-terminal hydrolase L1 (Uchl1)	10.15	5.94	**18.52**	0.0008	Protein degradation [35]
BC037993	smoothelin-like 2 (*Smtnl2*)	11.12	6.41	**26.10**	0.0031	Actin stress fibers, inhibition of vasodilation
AK007907	10 day old male pancreas cDNA, RIKEN clone:1810059H22 product∶hypothetical protein	12.27	6.66	**49.02**	0.0024	unknown
NM_016982	pre-B lymphocyte gene 1 (Vpreb1)	14.41	8.25	**71.59**	0.0030	B cell development [36]

Mean gene expression levels from microarray analysis in bone marrow at d21 after transplantation were calculated for 2 arrays per group hybridized with RNA from pooled BM (HSC: 2 animals/array, MSC: 3 animals/array). Selected were genes with p≤0.01 after t-test filtering and ratio of ≥2.5 or ≤2.5. 

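All 48 probes of Table 3 lay in the paper's direction on the arrays, with no overlap between the MSC and HSC groups, which chance gives for 16.7% of probes in each direction with 2 arrays against 2 (4 of the 48 had a value on 3 of these arrays), and which held for 53.2% of all tested probes in either direction. Since the table was selected on these arrays by p and ratio, its direction is not independent evidence. The counts adjusted over this list alone are not evidence either, since probes chosen for a small p nearly all pass such a test. Of the 33 lower probes 29 were tested, 17 passed limma over all probes and 29 over the list alone. Smtnl2, a smoothelin-like gene, was at least 13.6-fold lower (adjusted p = 0.00382), and Neil1, a DNA glycosylase of base excision repair, fell by 2.30 on the log2 scale (SE 0.22, adjusted p = 0.0173). The MSC group was not above background for 10 of the lower probes. Of the 15 higher probes 13 were tested, and 2 passed limma over all probes, Cdkn1a and the zinc finger gene Zc3h11a, which was higher by 1.92 (SE 0.19, adjusted p = 0.0205). Over the list alone 11 passed, and the HSC group was not above background for 8. Against BM, Zc3h11a had a log2 fold change of -0.09 in the MSC group (adjusted p = 0.893 from limma) and -2.01 in the HSC group (0.0409). Cdkn1a had 2.71 (0.0099) and 0.56 (0.891). In MSC against HSC the other higher probes did not pass limma over all probes. H2ax, a histone of the DNA damage response, had a log2 fold change of 3.33 (SE 1.08, adjusted p = 0.205), the transporter gene listed as Slc1a7, which matches Slc1a5 by its sequence record, one of 1.56 (adjusted p = 0.320), and the adaptor gene Dapp1 one of 1.51 (adjusted p = 0.0611). The BM arrays, which are not part of the table, differed from each other by more than 1 on the log2 scale for 6 of the 15 higher probes and for 0 of 32 lower ones, against 6.17% of all probes. The largest such differences were those of H2ax (3.90), the redox gene Nxn (2.56) and Slc1a5 (2.50). Since all 6 arrays share 1 estimate of the spread per probe, such differences raise the SE between MSC and HSC. H2ax, for example, had SDs of 0.34 in the MSC group and 0.21 in the HSC group, below its SE of 1.08. Ptprc, the gene of the marker CD45, had a log2 fold change of 0.43 between MSC and HSC (SE 0.46, adjusted p = 0.668). The reference genes Taf12 and Rps27a had -0.08 (adjusted p = 0.918) and -0.02 (adjusted p = 0.965), with Rps27a saturated on all arrays. Neil1 was no longer called without HSC replicate 2 (0.0701) or MSC replicate 2 (0.0839), nor Zc3h11a without either HSC array or MSC replicate 2 (0.0792 to 0.0892).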

References for suggested functions were selected in the context of cell functionality after transplantation and are shown in Text S1.

## Discussion

While lower dose radiation victims may profit from supportive care, the situation is more serious after irradiation dose higher than 6 Gy. The only curative treatment in these cases is the transplantation of HSCs. However, this alternative depends on whether a suitable donor is available and can be provided quickly. The normal time required to find and deliver a HSC transplant spans over weeks, a frame too long for seriously affected individuals.

HSCs reside in close association with osteoblasts and sinusoidal blood vessels within the bone marrow and this association contributes to the maintenance of the HSC pool in vivo. Self-renewal, proliferation and differentiation of HSCs are regulated through intrinsic signals from the BM niche in which the MSCs are a regulatory component [18], [19]. We show here that lethally irradiated mice fully reconstituted the blood system through transplantation of mMSCs with similar kinetics as HSCs. Systemic administration of non-clonal mMSCs resulted in long-term survival of the majority of animals with normal blood cell distribution. Generation and expansion of MSCs from C57BL/6J mice is particularly difficult and time-consuming. Since it is well known that rodent adherent BM cells might contain HSCs over long periods caused by emperiopoiesis [20] among other mechanisms, we formally cannot exclude a contamination of MSC preparations with remaining HSCs. Therefore, clonal mMSCs were evaluated for their reconstitution potential. Here, surprisingly, one population of cloned mMSCs showed an even better reconstituting potential than the bulk population. This clone IXH8 was different from all other MSC cultures: a) morphologically, the clone consisted exclusively of spindle shaped cells indicative for significantly accelerated proliferation of MSCs [21]; that was not observed in bulk and other clonal cultures, and b) flow-cytometrically, we detected increased hematopoietic CD34 and CD45 but no CD105 expression. CD105 has been described as a marker of proliferation and adhesion [22]. We assume that lack of CD105 might increase survival of recipients by lowering lung embolization. All other characteristics corresponded to the ISCT criteria [17], questioning the relevance of CD105 expression particularly for mMSC characterization. Likewise, over-expression of CD105 in cultured endothelial cells has been shown to induce a marked increase in protein levels of inflammatory eNOS [23], suggesting an anti-inflammatory action of CD105-negative mMSCs in our model. Surprisingly, none of the recipients transplanted with clonal mMSCs developed osteosarcomas or fibrotic lesions in lungs as has been observed with non-clonal cultures (Figure 7). Taking together the differences in morphology, antigen expression and survival, we hypothesize that the composition of the expanded mMSCs (e.g. significant amount of nonproliferating osteoprogenitors) rather than the source of the population (mMSC or hMSC as discussed in [24]) causes different outcomes after transplantation.

**Figure 7:**
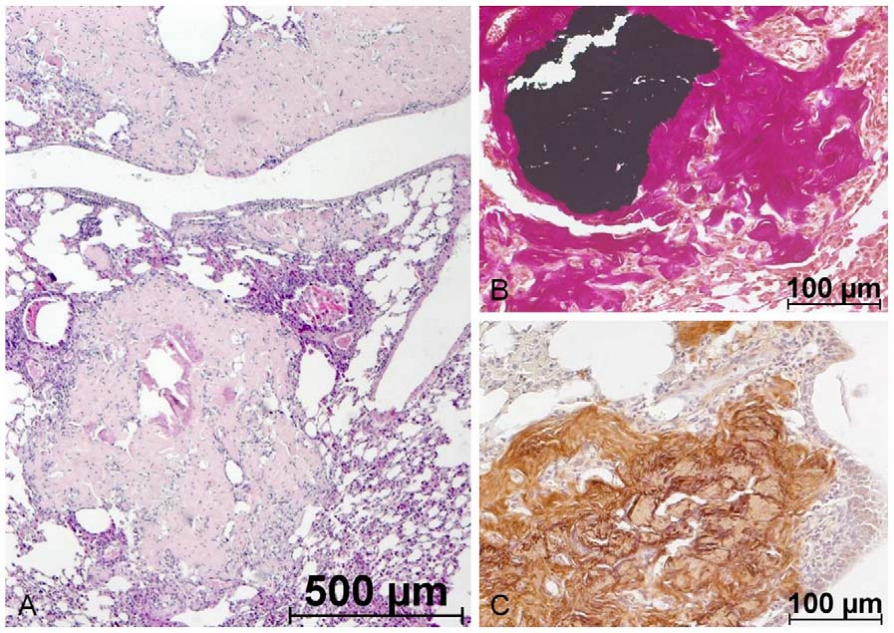
Ectopic ossicles in mice lungs after i.v. transplantation of bulk mMSCs. Mice subjected to total body irradiation and transplanted i.v. with syngeneic MSCs were analyzed after 7 months. In lungs, fibrotic lesions were detected with HE staining (a) which showed the typical dark precipitates in von-Kossa stainings (b) admixed with large Collagen I-positive areas (c) suggesting bone and cartilage containing ossicles.

The survival of recipient animals suggested the homing of mMSC to the BM. We tested this hypothesis using either the Y-chromosome of male donor cells or the stably integrated eGFP as detection marker. Y-chromosome-based chimerism analysis in female recipients could not detect donor cells in any investigated tissue including PB and BM, although animals survived long-term. Spectral karyotyping of clonal mMSCs revealed various structural chromosomal alterations and massive aneuploidy (as did bulk mMSCs) with loss of the Y-chromosome whereas bulk cultures of passage13 were still Y-positive. Hence, mMSCs not only accumulate chromosomal abnormalities during few in vitro passages [24] but also might lose sex-specific chromosomes. Despite this, no tumors or osseous inclusions were formed as shown in Figure 7 and previously described by others [24], [25]. We assume that cloning of mMSCs selected defined populations which do not contain replicative senescent cells as has been regularly detected in bulk populations. The clonal mMSCs might not be prone to stable lung embolization and thus do not lead to eventual tumorous degeneration.

Quantitative PCR for stably integrated eGFP-sequences also failed to detect any donor cells and no eGFP-positive cells were found in PB, BM or thymus by flow-cytometry. These results were unexpected, since forced in vitro differentiation of human MSCs suggested a potential differentiation capability into hematopoietic and endothelial cells, albeit to a rather low degree (Figure S1). Although we cannot completely rule out the presence of single donor cells in the investigated tissues below the detection limit, hematopoietic recovery in recipients due to replenishment with donor cells is unlikely in our setting. Additionally, transplantation of cells with the shown high incidence of chromosomal aberrations would in high probability result in tumor formation. That was not the case in our recipients pointing at limited survival of the cells in vivo. This conclusion contradicts the results of earlier studies analyzing hematopoietic recovery after myeloablative TBI with blood-derived mMSCs [26], [27] and showing donor characteristics in blood and BM. One fundamental difference between both cell sources is the immortalization of cells with SV40 used in these studies, potentially altering BM homing capability of MSCs. Therefore, our results support the concept of impaired transplantability of expanded MSCs [28]–[30] but also challenge the hypothesis of high plasticity of MSCs [31]. Our findings are in contrast to results obtained in immunodeficient mice and monkeys after MSC transfusion [32]–[34]. Francois et al. [32] detected 0.08% to 0.94% of injected human MSCs in several tissues of NOD/SCID mice after TBI+/− local irradiation. In this study, quantitative distribution but no long-term effects of hMSCs were studied. The low percentage might question the physiological relevance of homed hMSCs for intervention in irradiation-induced tissue damage. Recently, the main mechanism through which MSCs counteract global inflammation in sepsis has been attributed to reprogramming of macrophages [35]. This mechanism could be active also in ARS where TNF-α activated MSCs release prostaglandin E2 that acts on the macrophages through the prostaglandin EP2 and EP4 receptors and induces IL-10 secretion. It well might be that, based on this mechanism, the direct injection of hMSCs into the humerus of non-human primates as a single treatment [33] failed to detect any beneficial long-term effect of stromal cells. In an additional approach of ARS in monkey treated with MSC transfusion the one shown animal did not survive 12 days [34]. However, not many of the HSC cotransplanted animals survived long-term either. Because of the low number of experimental animals it remains to be determined if the cells (mean of 14.23% of MSCs were positive for SH2) or the model were not optimal for appropriate assessment. Taken together, our and results from others [36] support the trophic effects of MSCs rather than transdifferentiation.

In contrast to “conventional” MSCs described here, mesodermally derived multipotent adult progenitor cells (MAPCs) with their extraordinarily high plasticity are unable to radioprotect lethally irradiated recipients but possess long-term multilineage hematopoietic repopulating activity, thus preceding HSCs in ontogeny [37], [38]. However, their in vivo equivalent and the true nature (e.g. in vitro artifact) are still unknown. MAPCs seem to differ fundamentally from MSCs in their in vitro and in vivo differentiation potential.

Kinetic analysis of the distribution of eGFP+ donor cells after i.v. transplantation substantiated the fast disappearance from PB. Mouse MSCs trapped in lungs quickly, however without long-term residence and embolization as revealed by lack of donor signals 10 days post-transplant. Additionally, no homing of donor mMSCs to the BM was evident, pointing to salvage of endogenous irradiation-surviving HSCs but not to reconstitution of hematopoiesis by donor MSCs. This conclusion is corroborated by the gene expression profile in BM of MSC-transplanted animals. 

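Of 7 Y-linked genes on the array, Eif2s3y and Ddx3y were above background on both arrays from recipients of male BM cells and on none of the MSC and BM arrays. Eif2s3y, a Y-linked subunit of translation initiation factor 2, had log2 intensities of 11.75 and 11.00 on the HSC arrays, against 7.48 and 6.61 on the MSC arrays and 6.51 and 6.98 on the BM arrays of unmanipulated mice. It was at least 15.2-fold higher in HSC than in BM (adjusted p = 0.0407 from limma) and at least 15.8-fold lower in MSC than in HSC (adjusted p = 0.0129). Ddx3y, a Y-linked RNA helicase, was at 8.34 ± 0.26 in the HSC group (SD, n = 2 arrays) and at least 1.85-fold higher than in BM (adjusted p = 0.303 over all probes and 0.000984 over the list alone). Between HSC and BM 4 of the 7 were tested, and 3 were higher over the list alone. The third was Kdm5d, with a log2 fold change of 0.64 (adjusted p = 0.0466 over the list alone and 0.891 over all probes). Between MSC and BM 2 could be tested, Kdm5d with a log2 fold change of 0.22 and Usp9y with 0.27. Neither passed (adjusted p = 0.403 for both over the list alone). Both were above background on both arrays of every group, also where Eif2s3y and Ddx3y were not. These 2 probes therefore cannot show whether male cells were absent. Eif2s3y and Ddx3y could not be compared between MSC and BM, so that a small share of male cells was not detectable. Donor mMSCs that had lost the Y chromosome would not be seen either. The paper reports this loss for clonal mMSCs, found the bulk mMSCs that it karyotyped still Y-positive, and does not give the Y status of the cells used for the arrays. Another Y-linked gene, Zfy2, was above background on BM replicate 1 alone, at 10.65. With the deposited values the Eif2s3y calls were lost (adjusted p = 0.252 against BM and 0.0740 for MSC against HSC), and the first also with an offset of 16 (0.0530).
Between MSC recipients and unmanipulated BM, some B cell and platelet genes fell. Vpreb3 fell by 4.48 on the log2 scale (SE 0.36, adjusted p = 0.00969), and 4 of 15 genes of early B cell development were lower (7 over the list alone, median -1.04, camera adjusted p = 8.50e-07, and adjusted p = 0.213 with an estimated correlation). Of these 4, Ebf1 was no longer called without any 1 of the 6 arrays, nor Vpreb1 without any 1 of the HSC or MSC arrays. Leaving out either HSC array gives the same fit here as the MSC and BM arrays alone. It takes away precision and leaves the fold change as it was. Treml1, a receptor of platelets, fell by 3.30 (SE 0.22, adjusted p = 0.00620). Of 13 genes of megakaryocytes and platelets 3 fell, Ppbp, Treml1 and Clec1b, and 5 were lower over the list alone (median -1.16, camera adjusted p = 1.18e-05, and adjusted p = 0.213 with an estimated correlation). The same list was lower in HSC against BM too (median -1.49, camera adjusted p = 1.71e-09, and adjusted p = 0.270 with an estimated correlation). Cdkn1a rose by 2.71 (SE 0.23, adjusted p = 0.00990), and without MSC replicate 2 its log2 fold change was 2.61 and no longer called (adjusted p = 0.0608). The paper proposes, from the lack of donor mMSCs in the BM, that surviving endogenous HSCs were salvaged and that donor MSCs did not rebuild hematopoiesis, and it names the expression profile of the BM as a further ground.

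**Figure D2:**
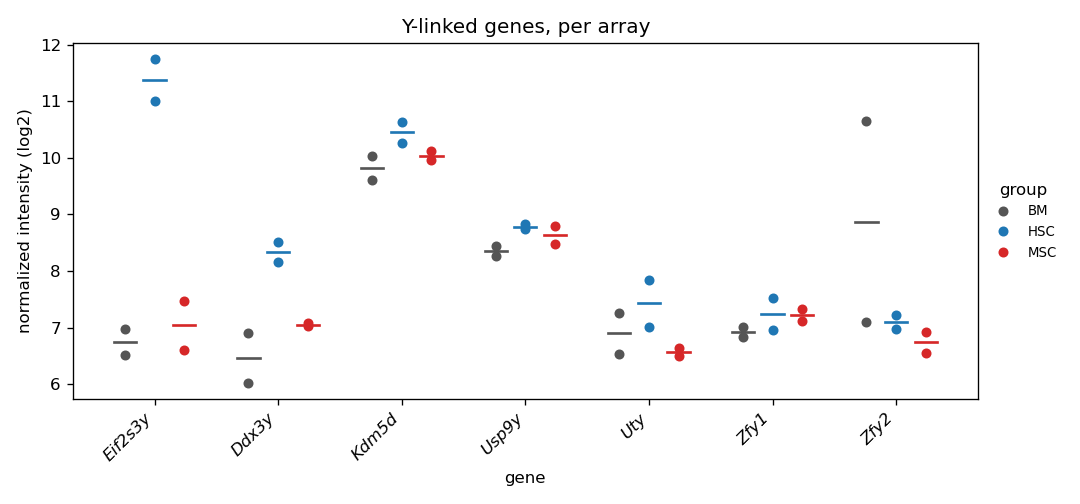
Normalized log2 intensity (vertical axis) of the Y-linked genes on the array (horizontal axis), with 1 point per array, a bar at the group mean and a colour per group. Eif2s3y is at 11.75 and 11.00 on the HSC arrays and at or below 7.48 on the others.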

MSCs in a complex mechanism counteracted factors, e.g. oxidative stress, inflammation and toxification by degradation products which suppress the recovery of remaining HSCs. The MSC-mediated regulation of the niche environment likely is a redundant system that is mediated by several molecules as has been shown for immunoregulation by MSCs [18]. Irradiation produces excessive inflammatory responses [39], contributing to HSC death if left untreated. Among other organs, the lung is especially sensitive towards irradiation damage and may retain MSCs. MSCs interfere with inflammation by changing the gene expression profile not only in the lungs where they dock [40] but also in BM. To do so, MSCs need not necessarily home to the BM but might globally change gene expression or activate the production of systemically counteracting substances. This mechanism has been described for MSCs influencing myocardial infarction [40]. Similarly to mMSCs, injected hMSCs trapped in lungs and affect the production of the anti-inflammatory protein TSG6 which enhances myocardial repair without significant engraftment. 

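In the marrow of mMSC recipients, 3 genes of chemokines and the acute phase, which are in none of the fixed lists, rose against unmanipulated BM, and 2 kallikreins fell. Ccl8, a chemokine that attracts monocytes, had a log2 intensity of 14.57 ± 0.91 against 9.53 ± 0.69 (SD, n = 2 arrays each), a rise of 5.04 (SE 0.49, adjusted p = 0.0146 from limma). The acute phase gene Saa3 was at least 10.0-fold higher (adjusted p = 0.0225), and Cxcl9, a chemokine induced by interferon gamma, had a log2 fold change of 3.37 (SE 0.45, adjusted p = 0.0417). Against the HSC group these 3 genes did not pass, with log2 fold changes of 2.03 for Ccl8 (adjusted p = 0.132), 2.24 for Saa3 (0.0655) and 1.05 for Cxcl9 (0.299). The kallikrein genes Klk1 and Klk1b5 were at least 7.59-fold (adjusted p = 0.0114) and at least 8.72-fold lower (adjusted p = 0.00527). Of 5 tested kallikreins 2 fell and 4 were lower over the list alone (median -1.32, camera adjusted p = 1.43e-05, and adjusted p = 0.213 with an estimated correlation). The MSC and BM groups also differ by irradiation and transplantation, so that these values do not show an effect of mMSCs alone. HSC recipients, irradiated alike, had lower kallikreins against BM too (median -0.79, camera adjusted p = 5.55e-06, and adjusted p = 0.270 with an estimated correlation). Their log2 fold change of Ccl8 against BM was 3.01 (adjusted p = 0.252 from limma).
Of 20 tested proinflammatory mediators 0 passed limma over all probes against BM, and over the list alone 3 were higher and 3 lower (median 0.08, camera adjusted p = 0.558). The monocyte chemokine gene Ccl7 was at least 10.5-fold higher over the list alone (adjusted p = 0.00964, and 0.102 over all probes). Against the HSC group 1 of the 20 fell, Il12a, and 0 rose (median 0.25, camera adjusted p = 0.326), and the log2 fold change of Ccl7 was 2.07 (SE 0.64, adjusted p = 0.195). For anti-inflammatory mediators the median against BM was 0.20 (camera adjusted p = 0.179). The log2 fold change of all 19 tested interferon response genes was above 0 against BM, and 10 were higher over the list alone but 0 over all probes (median 1.15, camera adjusted p = 7.75e-08, and adjusted p = 0.213 with an estimated correlation). Rtp4, for example, had one of 1.81 (SE 0.30, adjusted p = 0.0799). Lists of T and NK cells and of monocytes and macrophages were higher against BM as well, with 0 genes passing over all probes (medians 0.80 and 0.32, camera adjusted p = 0.000504 and 0.000646, and adjusted p = 0.457 and 0.453 with an estimated correlation). The T and NK list reversed in direction without MSC replicate 2, and the monocyte call depended on that array too. In HSC against BM the interferon response list was higher too (median 0.66, camera adjusted p = 0.000148, and adjusted p = 0.297 with an estimated correlation). In MSC against HSC the median of the interferon response list was 0.45, with 0 of 19 genes passing (camera adjusted p = 0.0431, and adjusted p = 0.573 with an estimated correlation). That call was lost after cyclic loess normalization (0.0668), with the deposited values (0.0679) and without HSC replicate 1 (0.298) or MSC replicate 1 (0.168). Against BM, Saa3 and Klk1 were no longer called without MSC replicate 2, nor Cxcl9 without any 1 array other than MSC replicate 1. Of these runs, those without either HSC array equal the fit with the MSC and BM arrays alone.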

Differentiation-independent paracrine MSC-effects also ameliorate acute kidney injury via anti-inflammatory, mitogenic and angiogenic actions [41], [42]. Impressing clinical benefits of MSCs combining surgery and local cellular therapy for the treatment of severe radiation burns has been demonstrated. Uncontrolled clinical symptoms of radiation inflammatory waves successfully could be limited during patient's 8-month follow-up as evidenced by the decrease in the C-reactive protein level observed after each MSC administration thus confirming modulating activity of MSCs in inflammatory processes [43].

Secretion of a broad range of bioactive molecules which alter the tissue microenvironment is now believed to be the main mechanism by which MSCs achieve their therapeutic effect. The transplanted MSCs might, as a principal mechanism, export their inherent trophic effect to unorthodox sites [44]. The outcome is an enhanced regeneration of injured cells, stimulation of proliferation and differentiation of endogenous tissue progenitors, but also a decrease in inflammatory and immune reactions [14].

Our results present the evidence for this highly effective trophic mechanism working also in BM after lethal irradiation in mice. MSCs, moreover, might be helpful in alleviating myelosuppression due to chemotherapy and toxic drug reaction. Whether the results can be translated to humans still has to be shown. Because BM-derived MSCs are easily accessible, can be massively expanded, and stored for prolonged time, they are easily distributed to places in need. We suggest MSC-infusion as an efficient and immediate treatment option after irradiation injuries.

## Materials and Methods

### Mouse MSC generation and characterization

Ethics Statement: Animal experiments were approved by the local ethical committee (License Department Hamburg) under application No. 64/02 and 84/05 and performed according to their guidelines.

Female C57BL/6J-CD45.1 mice (The Jackson Laboratory) represented the recipient population, male C57BL/6J mice with the wild-type CD45 (CD45.2) were used as donor animals.

Mouse MSCs were isolated from male bone marrow and expanded for 9 passages in DMEM/Ham's F12 medium (Biochrom) supplemented with 20% preselected fetal calf serum and 2mM glutamine (both: Invitrogen). The cells were retrovirally labeled with SF91-eGFP [45] at MOI = 3 (bulk population) and expanded or seeded for cloning into ten 96-well plates at 0.3 cells/well. Expanded bulk and selected clonal mMSCs of P14–P18 were characterized according to their differentiation capability into adipo-, chondro- and osteogenic lineages and phenotype as described [46] according to ISCT criteria [17].

Characterization of integration site pattern of clonal mMSCs was carried out as described via LM-PCR [45]. Genomic DNA was digested with Tsp509I giving rise to integration specific fragments of unique lengths. Linker cassettes with known sequences were ligated to the restriction sites. Primer were designed to bind at the known sequences of the provirus and the linker cassette. Amplified PCR products were loaded onto the gel. After gel extraction the bands (red stars) were sequenced. Using the BLAST algorithm, the obtained sequences were aligned to the mouse genome to identify the integration sites.

Chromosome preparation and spectral karyotyping of eGFP-transduced bulk-mMSCs, passage 13 and clone IXH8, passage 20 were performed as described [47].

### Mouse MSC transplantation

TBI was performed using a Cs-137 radiation source. Lethally (9.5 Gy) irradiated female C57BL/6J-CD45.1 mice were i.v. transplanted within 8 hours with 10^6^ cells divided into following groups: **(i)** male bulk (n = 28) or cloned (n = 59; irradiation controls n = 15) mMSCs of P15–P20 for investigation of long-term survival; **(ii)** clone IXH8 mMSCs (n = 32) to investigate the in vivo distribution of donor mMSCs; **(iii)** BM (n = 4, named HSC) or bulk mMSCs (n = 6, named MSC) for microarray analysis; **(iv)** HSC (n = 10) or bulk mMSCs (n = 9) to validate the differential gene expressions obtained with the microarray.

### Sample acquisition and examination

From experimental animals of group **(i)** blood samples were taken retroorbitally and cell counts analyzed using a Coulter Onyx. Seven months later, PB, BM, thymus, lymph node, liver, spleen, lung, intestine, aorta/vena cava and abdominal fat were removed and used for genomic detection of the Y-chromosome (Sry) and/or eGFP via quantitative PCR (Table S2). Parts of lung tissues were fixed in formalin, paraffin embedded and serial cuts stained with HE, von-Kossa stain visualizing calcium precipitates and Collagen I.

Genomic DNA from PB and BM was isolated the same day using innuPREP Blood DNA Mini kit (analytikjena), DNA from all other snap frozen organs with Invisorb Spin Tissue Mini Kit (Invitek). To yield a standard curve, male/GFP-positive DNA was diluted at decreasing concentrations in female/GFP-negative DNA. Quantitative PCR reactions were performed on a Mx3000P (Stratagene). Reaction mixture contained 50 ng of DNA, SYBR Premix Ex Taq (Takara Bio INC), and 200 nM primers (MWG-BIOTECH AG). The threshold cycle (Ct) was determined for each reaction by the MxPro Software. Amplification efficiency was calculated by the sliding window method (LinReg software)[48]. Normalization of expression values was done using *Rps27a* for eGFP and *control chro11* for Y-chromosome tests. Additionally, parts of freshly isolated PB, BM and thymus were investigated for donor derived eGFP- and CD45.2-antigen-expression using flow cytometry as described [45].

Blood samples from animals of group **(ii)** were taken at different time points (20 min, 2, 4, 8, 12 and 24 hours; n = 8 for each time point) after transplantation and isolated DNA used for Sry/eGFP-chromosomal quantitative PCR. At day 1 and 10, PB, BM, lung, liver and spleen were obtained for DNA isolation. All samples were quantitatively tested for a) the Y-chromosome of recipient cells and b) the stably integrated eGFP.

From experimental animals of group **(iii)** at d21, BM from HSC- and mMSC-transplanted groups was flushed combining the cells of 2 or 3 mice respectively and used for RNA isolation using Invisorb Spin Cell RNA Mini Kit (Invitek). Non-manipulated BM of age-matched mice (n = 4, named BM) was used as control. Differential gene expression was investigated using CodeLink UniSet Mouse 20K I Bioarrays as described previously [46]. For each group (BM, HSC, MSC), two arrays were hybridized. Gene expression profiles of all genes were grouped by hierarchical clustering (TIGR MeV v.4.5.1; Manhattan distance, average linkage). All data is MIAME compliant and the raw and processed data has been deposited in a MIAME compliant database at the gene expression omnibus (GEO) under accession GSE21867.

Validation of differential gene expression of genes with a fold change of ≥2.5 was done on the independent mouse group **(iv)** using d21 BM of 10 animals transplanted with HSCs and 9 animals transplanted with clonal IXH8 mMSCs. Primers used are listed in Table S2. Differences in gene expressions in BM of MSC and HSC transplanted animals were determined based on the ΔΔCt method normalized for *Taf12* and *Rps27a*.

### Statistical analysis

For statistical analysis, unpaired and two-tailed Student's t-test was applied. P-values <0.05 were considered statistically significant.

## Supporting Information

Figure S1 In vitro differentiated human MSCs express hematopoietic and endothelial genes and proteins. In vitro differentiated human MSCs express hematopoietic and endothelial genes and proteins. Use of human bone marrow for research was approved by the Ethical Committee of Hamburg. All experiments have been conducted according to the principles of the Declaration of Helsinki. After written informed consent, BM-derived human MSCs (hMSCs) were cloned and expanded in DMEM/LG+10% preselected FCS. Hematopoietic predifferentiation was carried out in serum-containing (HC1) conditions using IMDM+10% FCS+10% horse serum +10−6 M hydrocortisone, mixed 1∶1 with MethoCult H4434 (containing SCF, GM-CSF, IL-3, and Epo) for 2 weeks followed by differentiation for 2 weeks in MethoCult H4435 (containing SCF, GM-CSF, IL-3, IL-6, G-CSF and Epo). A 2-week serum-free (HC2) predifferentiation consisted of StemSpan+SCF+flt3-ligand+TPO+GM-CSF+Epo followed by a 2-week differentiation in MethoCult H4436 (containing SCF, GM-CSF, IL-3, IL-6, G-CSF and Epo). For endothelial differentiation (EC), hMSCs were seeded in fibronectin-coated wells in serum-free StemSpan supplemented with SCF, flt3-ligand, TPO, and Epo for a 2-week prestimulation, followed by a 2-weeks stimulation with StemSpan supplemented with VEGF, FGF-2, IGF, and insulin. Comparative gene expression was tested with qPCR before and after differentiation and normalized to GAPDH and RPS27A. Proteins were detected immunocytochemically on cytospins. (A) Out of 5 clones, IVF1 showed upregulated expression of genes characteristic for early (CD117, CD133, CD41, CD45, EPOR) and mature (CD14, CD16, GlyA, CD31, PDPN) hematopoietic cells as well as several myeloid-lineage transcription factors (GATA1, GATA2, GATA3, RUNX1, NOTCH1, SCL). This upregulation was particularly detected under HC1 (black columns) but also to some extent under HC2 (light grey columns) conditions. Stimulation of endothelial differentiation resulted in gene upregulation of primarily CD31 and KDR (lower part of (a) in dark grey). (B) In concordance with increased gene expression, immunocytochemistry demonstrated expression of early and late hematopoietic (HC1 differentiation shown in the left, HC2 in the middle column) as well as endothelial (EC, right column) antigens as indicated. Either single or, where available, clusters of positive cells are shown. On most cytospins, only single positive cells for the respective antigen were detected. In EC, yellow indicates positivity for both antigens analyzed. All cytospins were counterstained with DAPI to visualize nuclei. The lower part of the right column (“clusters”) shows typical examples of closely clustered dissociation-resistant cells. The most efficient differentiation of hMSCs was obtained when either MSCs (upper picture, white arrows) or already differentiated megakaryocytes (lower picture, white arrow) provided the differentiation environment mimicking the stromal compartment structure in vitro. Human MSCs positive for hematopoietic or endothelial antigens after differentiation decreased cell size from 28.9+/−6.6 to 15.7+/−3.5 µm as well as size and shape of nuclei. Original magnification ×400. Abbreviations: GlyA, glycophorin A; EPOR, erythropoietin receptor; PDPN, podoplanin; VWF, von Willebrand factor; KDR, Kinase insert domain receptor, also referred to as VEGFR2 or FLK1; nd, not detected. Bar: 10µm.
(0.55 MB TIF)

Table S1 Characterization of mMSC clones with LM-PCR. For each clone, the analyzed bands demonstrating the integration sites are shown. Column “position to Transcription Start Site” describes the location of the provirus: “+” means the provirus is located 3′- to the transcriptional start site of the listed gene, “−” means the provirus is located 5′- the transcriptional start site of the listed gene. Adjacent genes of the integration sites were determined in a window of 200kb. Column “orientation” shows the orientation of the provirus with regard to the listed gene.
(0.10 MB DOC)

Table S2 Sequences of primers used for quantitative PCR.
(0.05 MB DOC)

Text S1 Supplementary Text to Table 3. References cited in Table 3 are selected in the context of cell functionality after transplantation.
(0.04 MB DOC)

# Supplementary material for: Radiation Rescue: Mesenchymal Stromal Cells Protect from Lethal Irradiation
**Source:** PLoS One. 2011 Jan 5;6(1):e14486. doi: 10.1371/journal.pone.0014486
**Supplement:** Table S1 — Characterization of mMSC clones with LM-PCR. For each clone, the analyzed bands demonstrating the integration sites are shown. Column “position to Transcription Start Site” describes the location of the provirus: “+” means the provirus is located 3′- to the transcriptional start site of the listed gene, “−” means the provirus is located 5′- the transcriptional start site of the listed gene. Adjacent genes of the integration sites were determined in a window of 200kb. Column “orientation” shows the orientation of the provirus with regard to the listed gene. (0.10 MB DOC)

Supplementary Table1: Characterization of mMSC clones with LM-PCR.

For each clone, the analyzed bands demonstrating the integration sites are shown. Column “position to Transcription Start Site” describes the location of the provirus: “+” means the provirus is located 3´- to the transcriptional start site of the listed gene, “-“ means the provirus is located 5´- the transcriptional start site of the listed gene. Adjacent genes of the integration sites were determined in a window of 200kb. Column “orientation” shows the orientation of the provirus with regard to the listed gene.

| **mMSC clone** | **seq ID** |  | **locus** | **chromosome** | **(proposed ) function** | **position to Transcription Start Site** | **orientation** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| IV H7 | H7b-1 | 16323 | Inhba | 13 A1 | inhibin beta-A (=growth receptor activity) | + 1 kb  1. intron | F |
|  |  | 665157 | LOC665157 | 13 A1 | similar to ribosomal protein large PO subunit [pseudo] | - 45 kb | R |
|  |  | 625181 | LOC625181 | 13 A1 | similar to ubiquitin-conjugating enzyme E2L 3 [pseudo] | - 30 kb | F |
|  | H7b-2 |  |  |  | not analyzable |  |  |
|  | H7b-3 | 380711 | Garnl4 | 11 B5 | GTPase activating RANGAP domain-like 4 | + 87 kb  2. intron | R |
|  | H7b-4 |  |  |  | same as H7b-3 |  |  |
|  | H7b-5 |  |  |  | not analyzable |  |  |
| V F10 | F10-1 | 11975 | Atp6v0a1 | 11 D | ATPase, H+ transporting, lysosomal V0 subunit A1 | + 50 kb  21. intron | F |
|  |  | 19285 | Ptrf | 11 D | polymerase I and transcript release factor | - 89 kb | R |
|  |  | 27419 | Naglu | 11 D | alpha-N-acetylglucosaminidase (Sanfilippo disease IIIB) | - 10 kb | F |
|  |  | 15485 | Hsd17b1 | 11 D | hydroxysteroid (17-beta) dehydrogenase 1 | - 19 kb | F |
|  |  | 71743 | Coasy | 11 D | Coenzyme A synthase | - 23 kb | F |
|  |  | 21428 | Mlx | 11 D | MAX-like protein X | - 27 kb | F |
|  |  | 19183 | Psmc3ip | 11 D | proteasome (prosome, macropain) 26S subunit, ATPase 3, interacting protein | + 36 kb | R |
|  |  | 67998 | 1300010M03Rik | 11 D | RIKEN cDNA 1300010M03 gene | + 60 kb | R |
|  |  | 103733 | Tubg1 | 11 D | tubulin, gamma 1 | - 60 kb | F |
|  |  | 103768 | Tubg2 | 11 D | tubulin, gamma 2 | - 96 kb | F |
|  | F10-2 |  |  |  | same as F10-1 |  |  |
|  | F10-3 | 193813 | Mcfd2 | 17 E4 | multiple coagulation factor deficiency 2 | + 29 kb | F |
|  |  | 225049 | Ttc7 | 17 E4 | tetratricopeptide repeat domain 7 | - 46 kb | R |
|  | F10-4 | 170749 | Mtmr4 | 11 C | myotubularin related protein 4 | + 0,5 kb 1. intron | R |
|  |  | 18952 | Sept 4 | 11 C | septin 4 | + 12 kb | R |
|  |  | 83560 | Tex14 | 11 C | testis expressed gene 14 | + 106 kb | R |
|  |  | 327992 | Hsf5 | 11 C | heat shock transcription factor family member 5 | - 25 kb | R |
|  | F10-5 |  |  |  | same as F10-4 |  |  |
| VIII E7 | E7-1 |  |  |  | internal control |  |  |
|  | E7-2 | 67991 | Btbd14a | 2 A3 | BTB (POZ) domain containing 14A | + 54 kb  3. intron | F |
|  |  | 109299 | C330006A16Rik |  | RIKEN cDNA C330006A16 gene | + 72 kb | F |
|  |  | 98766 | Ubac1 | 2 A3 | ubiquitin associated domain containing 1 | - 47 kb | F |
|  |  | 665199 | LOC665199 | 2 A3 | similar to growth factor receptor-bound protein 2 | - 73 kb | F |
|  |  | 100040100 | LOC100040100 | 2 A3 | hypothetical protein LOC100040100 | - 84 kb | F |
|  |  | 227634 | Camsap1 | 2 A3 | calmodulin regulated spectrin-associated protein 1 | - 85 kb | F |
| IX C2 | C2-1 | 16211 | Kpnb1 | 11 D | karyopherin (importin) beta 1 | - 3 kb | R |
|  |  | 73174 | Tbkbp1 | 11 D | TBK1 binding protein 1 | - 41 kb | R |
|  |  | 57765 | Tbx21 | 11 D | T-box 21 | - 76 kb | R |
|  |  | 19155 | Npepps | 11 D | aminopeptidase puromycin sensitive | + 88 kb | R |
|  | C2-2 | 109113 | Uhrf2 | 19 C2 | ubiquitin-like, containing PHD and RING finger domains 2 | + 1 kb  1. intron | F |
|  |  | 66745 | Trpd52l3 | 19 C2 | tumor protein D52-like 3 | + 28 kb | F |
|  |  | 77125 | Il33 | 19 C2 | interleukin 33 | + 82 kb | F |
| IX H8 | H8-1 | 76438 | Rftn1 | 17 C | raftlin lipid raft linker 1 | + 171 kb 7. intron | R |
|  |  | 668470 | EG668470 | 17 C | predicted gene, EG668470 | - 92 kb | R |
|  | H8-2 |  |  |  | internal control |  |  |

# Supplementary material for: Radiation Rescue: Mesenchymal Stromal Cells Protect from Lethal Irradiation
**Source:** PLoS One. 2011 Jan 5;6(1):e14486. doi: 10.1371/journal.pone.0014486
**Supplement:** Table S2 — Sequences of primers used for quantitative PCR. (0.05 MB DOC)

Supplementary Table 2. Sequences of primers used for quantitative PCR.

| gene of interest | accession No | primer sequence |
| --- | --- | --- |
| *Control Chr11* | NT_096135.5 | sense: 5´-aaaatggtccaggcaagttctgg-3´  antisense: 5´-tttctcccggtgctctgaatgg-3´ |
| *Sry* | NC_000087.6 | sense: 5´-gttttgggactggtgacaattg-3´  antisense: 5´-gtcttgcctgtatgtgatgg-3´ |
| Rps27a | NM_024277.2 | sense: 5´-ccaggataaggaaggaattcctcctg-3´  antisense: 5´-ccagcaccacattcatcagaagg-3´ |
| pSF91 GFPp |  | sense: 5´-tgcagtgcttcagccgcta-3´  antisense: 5´-ggtgcgctcctggacgtag-3´ |
| Taf12 | NM_025579 | sense: 5´- tgctgcctctgattggccttgg -3´  antisense: 5´- catggagccttgtggcgggg -3´ |
| protein kinase BRPK | AF316872 | sense: 5´- cccacaccctaacatcatcc -3´  antisense: 5´- actgggagtctgctcctcaa -3´ |
| Cdkn1a | NM_007669 | sense: 5´- gccttagccctcactctgtg -3´  antisense: 5´- agggccctaccgtcctacta -3´ |
| Thbs2 | NM_011581 | sense: 5´- gggaccacacaaattgatcc -3´  antisense: 5´- tcccagtaggtctgggtcac -3´ |
| Gstm5 | NM_010360 | sense: 5´- cagttcggtcgcgtcagccc -3´  antisense: 5´- ggatagcatgagccagcccgc -3´ |
| Sykb | NM_011518 | sense: 5´- cctggtgaccaagaccatct -3´  antisense: 5´- tagccaaggctaggaggaca -3´ |
| Emid1 | NM_080595 | sense: 5´- ggttggttccctctgtgaaa -3´  antisense: 5´ - taagcagcctggactcaggt -3´ |
| Rag2 | NM_009020 | sense: 5´- gaagaacgcacactcatcca -3´  antisense: 5´- ctgagtctgaggggcttttg -3´ |
| Col5a3 | NM_016919 | sense: 5´- agggaccaactgggaagagt -3´  antisense: 5´- taaagcagatggagccgagt -3´ |
| Klk1b5 | NM_008456 | sense: 5´- ccaactgggttctcactgct -3´  antisense: 5´- tgatgtcagcaggctttttg -3´ |
| Gpam | NM_008149 | sense: 5´- agcaagtcctgcgctatcat -3´  antisense: 5´- ctcgtgtgggtgattgtgac -3´ |
| Klk1 (Klk6) | NM_010639.5 | sense: 5´- cccacaacctgaggatgact -3´  antisense: 5´- cattaggcaggagcttgagg -3´ |
| Uchl1 | NM_011670 | sense: 5´- gaacgaggccatccaggcgg -3´  antisense: 5´- agggcattcgcccatcgagc -3´ |
| Vpreb1 | NM_016982 | sense: 5´-gggagtgggaaggagaaaag - 3´  antisense: 5´-ctcatagcaacaccgcagaa -3´ |

# Supplementary material for: Radiation Rescue: Mesenchymal Stromal Cells Protect from Lethal Irradiation
**Source:** PLoS One. 2011 Jan 5;6(1):e14486. doi: 10.1371/journal.pone.0014486
**Supplement:** Text S1 — Supplementary Text to Table 3. References cited in Table 3 are selected in the context of cell functionality after transplantation. (0.04 MB DOC)

Supplementary Text to Table 3. References cited in Table 3 are selected in the context of cell functionality after transplantation.

**1.** Economopoulou M, Langer HF, Celeste A, Orlova VV, Choi EY, Ma M, Vassilopoulos A, Callen E, Deng C, Bassing CH, Boehm M, Nussenzweig A, Chavakis T. Histone H2AX is integral to hypoxia-driven neovascularization. Nat Med. 2009;15(5):553-558.

**2.** Henchcliffe C, Beal MF. Mitochondrial biology and oxidative stress in Parkinson disease pathogenesis. Nat Clin Pract Neurol. 2008;4(11):600-609.

**3.** Hikita A, Tanaka N, Yamane S, Ikeda Y, Furukawa H, Tohma S, Suzuki R, Tanaka S, Mitomi H, Fukui N. Involvement of a disintegrin and metalloproteinase 10 and 17 in shedding of tumor necrosis factor-alpha. Biochem Cell Biol. 2009;87(4):581-593.

**4.** Crawford HC, Dempsey PJ, Brown G, Adam L, Moss ML. ADAM10 as a therapeutic target for cancer and inflammation. Curr Pharm Des. 2009;15(20):2288-2299.

**5.** Gartel AL. P21(WAF1/CIP1) may be a tumor suppressor after all. Cancer Biol Ther. 2007;6(8):1171-1172.

**6.** Shu H, Chen S, Bi Q, Mumby M, Brekken DL. Identification of phosphoproteins and their phosphorylation sites in the WEHI-231 B lymphoma cell line.Mol Cell Proteomics. 2004;3(3):279-286.

**7.** Blader IJ, Cope MJ, Jackson TR, Profit AA, Greenwood AF, Drubin DG, Prestwich GD, Theibert AB. GCS1, an Arf guanosine triphosphatase-activating protein in Saccharomyces cerevisiae, is required for normal actin cytoskeletal organization in vivo and stimulates actin polymerization in vitro. Mol Biol Cell. 1999;10(3):581-596.

**8.** Funato Y, Michiue T, Asashima M, Miki H. The thioredoxin-related redox-regulating protein nucleoredoxin inhibits Wnt-beta-catenin signalling through dishevelled. Nat Cell Biol. 2006;8(5):501-508.

**9.** Han A, Saijo K, Mecklenbräuker I, Tarakhovsky A, Nussenzweig MC. Bam32 links the B cell receptor to ERK and JNK and mediates B cell proliferation but not survival.Immunity. 2003;19(4):621-632.

**10.** Sommers CL, Gurson JM, Surana R, Barda-Saad M, Lee J, Kishor A, Li W, Gasser AJ, Barr VA, Miyaji M, Love PE, Samelson LE. Bam32: a novel mediator of Erk activation in T cells. Int Immunol. 2008;20(7):811-818.

**11.** Utsunomiya-Tate N, Endou H, Kanai Y. Cloning and functional characterization of a system ASC-like Na+-dependent neutral amino acid transporter. J Biol Chem. 1996;271(25):14883-14890.

**12.** Zhang J, Hughes S. Role of the ephrin and Eph receptor tyrosine kinase families in angiogenesis and development of the cardiovascular system. J Pathol. 2006;208(4):453-461.

**13.** Park YW, Kang YM, Butterfield J, Detmar M, Goronzy JJ, Weyand CM. Thrombospondin 2 functions as an endogenous regulator of angiogenesis and inflammation in rheumatoid arthritis.Am J Pathol. 2004;165(6):2087-2098.

**14.** Huang GN, Huso DL, Bouyain S, Tu J, McCorkell KA, May MJ, Zhu Y, Lutz M, Collins S, Dehoff M, Kang S, Whartenby K, Powell J, Leahy D, Worley PF. NFAT binding and regulation of T cell activation by the cytoplasmic scaffolding Homer proteins. Science. 2008;319(5862):476-481.

**15.** Wilce MC, Parker MW. Structure and function of glutathione S-transferases. Biochim Biophys Acta. 1994;1205(1):1-18.

**16**. Macian F. NFAT proteins: key regulators of T-cell development and function. Nature Reviews Immunology2005; 5, 472-484.

**17.** Birbach A. Profilin, a multi-modal regulator of neuronal plasticity. Bioessays. 2008;30(10):994-1002.

**18.** Kahle KT, Rinehart J, Giebisch G, Gamba G, Hebert SC, Lifton RP. A novel protein kinase signaling pathway essential for blood pressure regulation in humans. Trends Endocrinol Metab. 2008;19(3):91-95.

**19.** Nakano T, Inoue I, Koyama I, Kanazawa K, Nakamura K, Narisawa S, Tanaka K, Akita M, Masuyama T, Seo M, Hokari S, Katayama S, Alpers DH, Millán JL, Komoda T. Disruption of the murine intestinal alkaline phosphatase gene Akp3 impairs lipid transcytosis and induces visceral fat accumulation and hepatic steatosis. Am J Physiol Gastrointest Liver Physiol. 2007;292(5):G1439-449.

**20.** Takagi M, Absalon MJ, McLure KG, Kastan MB. Regulation of p53 translation and induction after DNA damage by ribosomal protein L26 and nucleolin. Cell. 2005;123(1):49-63.

**21.** Rubio-Aliaga I, Daniel H. Peptide transporters and their roles in physiological processes and drug disposition. Xenobiotica. 2008;38(7-8):1022-1042.

**22.** Sung YM, Xu X, Sun J, Mueller D, Sentissi K, Johnson P, Urbach E, Seillier-Moiseiwitsch F, Johnson MD, Mueller SC. Tumor suppressor function of Syk in human MCF10A in vitro and normal mouse mammary epithelium in vivo. PLoS One. 2009;4(10):e7445.

**23.** Kambe T, Yamaguchi-Iwai Y, Sasaki R, Nagao M. Overview of mammalian zinc transporters. Cell Mol Life Sci. 2004;61(1):49-68.

**24.** Leimeister C, Steidl C, Schumacher N, Erhard S, Gessler M. Developmental expression and biochemical characterization of Emu family members. Dev Biol. 2002;249(2):204-218.

**25.** Stork O, Zhdanov A, Kudersky A, Yoshikawa T, Obata K, Pape HC. Neuronal functions of the novel serine/threonine kinase Ndr2. J Biol Chem. 2004;279(44):45773-45781.

**26.** Durakoglugil MS, Chen Y, White CL, Kavalali ET, Herz J. Reelin signaling antagonizes beta-amyloid at the synapse. Proc Natl Acad Sci U S A. 2009;106(37):15938-15943.

**27.** Hutt DM, Baltz JM, Ngsee JK. Synaptotagmin VI and VIII and syntaxin 2 are essential for the mouse sperm acrosome reaction. J Biol Chem. 2005;280(21):20197-20203.

**28.** Kipreos ET, Pagano M. The F-box protein family. Genome Biol. 2000;1(5):REVIEWS3002.

**29.** Oettinger MA. Activation of V(D)J recombination by RAG1 and RAG2. Trends Genet. 1992;8(12):413-416.

**30.** Hoogduijn MJ, Cheng A, Genever PG. Functional Nicotinic and Muscarinic Receptors on Mesenchymal Stem Cells. Stem Cells Dev. 2009, 18(1): 103-112.

**31.** Gopalakrishnan B, Wang WM, Greenspan DS. Biosynthetic processing of the Pro-alpha1(V)Pro-alpha2(V)Pro-alpha3(V) procollagen heterotrimer. J Biol Chem. 2004;279(29):30904-30912.

**32.** Mori H, Ouchida R, Hijikata A, Kitamura H, Ohara O, Li Y, Gao X, Yasui A, Lloyd RS, Wang JY. Deficiency of the oxidative damage-specific DNA glycosylase NEIL1 leads to reduced germinal center B cell expansion. DNA Repair (Amst). 2009;8(11):1328-1332.

**33.** Eissa A, Diamandis EP. Human tissue kallikreins as promiscuous modulators of homeostatic skin barrier functions. Biol Chem. 2008;389(6):669-680.

**34.** Lewin TM, Schwerbrock NM, Lee DP, Coleman RA. Identification of a new glycerol-3-phosphate acyltransferase isoenzyme, mtGPAT2, in mitochondria. J Biol Chem. 2004;279(14):13488-13495.

**35.** Bheda A, Yue W, Gullapalli A, Whitehurst C, Liu R, Pagano JS, Shackelford J. Positive reciprocal regulation of ubiquitin C-terminal hydrolase L1 and beta-catenin/TCF signaling. PLoS One. 2009;4(6):e5955.

**36.** Mundt C, Licence S, Maxwell G, Melchers F, Mårtensson IL. Only VpreB1, but not VpreB2, is expressed at levels which allow normal development of B cells. Int Immunol. 2006;18(1):163-172.

How the deposited data were processed for this re-analysis (not part of the article)

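RNA of pooled BM cells was hybridized to 6 CodeLink UniSet 20K bioarrays, 2 for each of the groups BM, HSC and MSC. The paper calls the arrays mouse arrays and the label protocol of the samples calls them human, and the probes carry mouse sequence records. The scanner files give for each spot the mean intensity, the median of the local background and a quality mark, all as linear intensity. The background-subtracted intensity in these files is negative for 163 to 422 probes per array. The authors' deposited value table holds log2 values. Within each array its order equals that of the absolute background-subtracted intensity, with 0 inversions of rank, and its medians are all 7.92. The range of the 6 arrays at each rank had a median over ranks of 0.00171 (largest range at any rank 0.217). For the scanner's values centred on their medians this median was 0.319. This is the pattern left by quantile normalization after the sign was dropped. The paper's text names no background correction or normalization for the arrays. It gives hierarchical clustering with Manhattan distance and average linkage, and a t-test with a minimum ratio.

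From the spot mean and background median, intensities were corrected with the normexp method (offset 50), quantile normalized over the 6 arrays and put on the log2 scale. Control spots were left out, and so were single spots marked as defective, contaminated or excluded. Probes were named through their sequence record (10712 probes), the gene number in the file (1977) or the annotation of the array (1943), with current symbols, which gave 14632 probes for 13857 genes. The other 5169 probes have no symbol. No coordinates are printed, since no genome was used here.

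The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes, two-sided, with statmod 1.5.0 for blocks). All 6 arrays shared 1 estimate of the spread, which leaves 3 residual degrees of freedom. Each of the 3 comparisons was adjusted over its own tested probes by the Benjamini-Hochberg method. The t-test of the methods was run at the limits of the study, with p of 0.01 and a ratio of 2.5. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and tables joined with pandas 2.3.3. Folds against a group above background on neither array were computed against the larger of its own value and the lowest value above background on the same array, and are lower bounds. No outlier test was made, since groups hold 2 arrays.

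The 27 gene lists cover cell types of the marrow (early B cells, mature B and plasma cells, T and NK cells, erythroid cells, neutrophils, monocytes and macrophages, eosinophils with basophils and mast cells, megakaryocytes and platelets, stem and progenitor cells, stroma and osteoblasts, endothelium, adipocytes, skeletal muscle). The others cover the themes of the paper (extracellular matrix, adhesion and retention of progenitors, p53 targets, DNA repair, proliferation, antioxidant defence, glutathione transferases and detoxification, proinflammatory and anti-inflammatory mediators, interferon response, kallikreins, growth factors, lipid synthesis, and immediate early with heat shock genes). Several lists hold genes of Table 3, which had been read when they were written. Each list was tested with camera of the limma package with a preset correlation of 0.01, adjusted over the lists with at least 5 tested members, again with an estimated correlation, and with fry. No list call passed with an estimated correlation. Adjustment over the list alone is within a list and its tested members.

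Genes were eligible to be named in the text by a rule, and not all of them are named: every gene of Table 3 or the paper's text on the arrays, the 10 largest rises and 10 largest falls per comparison among those past the threshold without overlap of groups, 2 to 4 members per list with the largest change and any member past the threshold, the reference genes of the paper, and the Y-linked genes. Xist had 0 named probes.

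Alternatives changed 1 choice at a time: background-subtracted intensities with a floor of 87.2, an offset of 16, median scaling, cyclic loess, the deposited values, no filter on dim probes, probes above background on all 6 arrays, only the 4 arrays compared, a trend in the variance, the pool number as a replicate block, each array left out, and other tests. The pipeline was tested on simulated data with the MSC and HSC group sizes and 10608 probes. Of 50 probes lowered by 2 on the log2 scale 26 were called by limma and 25 passed the study's rule, and of 50 raised by 2, 27 and 25. Of 50 probes lowered by 1, 0 were called by limma and 0 by the rule, and of 50 raised by 1, 2 and 0. Of 10408 unchanged probes 1 was called by limma and 4 passed the rule. At an unadjusted p under 0.05 there were 5.27% of them. A list lowered by 1 was found by camera with 0 of the other lists passing. The simulated probes varied independently, with no correlation between genes and no shift shared by arrays. These runs therefore check the code, and cannot tell how many calls on the real arrays are false, least of all for lists.

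The values of 1 member of the adhesion list are not reported here. The quantitative PCR of the paper, the chimerism measurements and the karyotypes were not analysed here.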

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

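The tests of an exchanged array, of male donor cells and of the causes of low B-lineage transcripts were chosen after the results were seen. The tests of the difference between the BM arrays were set before its result.

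The paper does not report on the Y-linked genes of the arrays, on the comparison with unmanipulated BM gene by gene, or on most genes outside Table 3. Differences from the control arrays in these data were as follows. In the MSC group against BM 50 probes differed, with 22 to 107 when 1 array was left out. The chemokine gene Ccl8 rose by 5.04 there and kept its call without any 1 array. The cytidine deaminase gene Cda was at least 7.53-fold higher (BM was not above background, and the group means differ by 3.39 on the log2 scale). Cda kept its call under every limma alternative that tested it, and the run over probes above background on all arrays did not. The platelet chemokine gene Ppbp fell by 3.94 in MSC against BM, again under every limma fit, while 0 probes passed the methods' t-test after adjustment. In HSC against BM Ppbp fell by 2.37 (12.51 ± 0.27 against 14.88 ± 0.03, adjusted p = 0.0407 from limma). This call was lost under several alternatives (adjusted p 0.0530 to 0.242), among them those without BM replicate 1, HSC replicate 1 or either MSC array. Leaving out either MSC array gives the same fit here as the BM and HSC arrays alone.

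Eif2s3y was at least 15.2-fold higher in HSC than in BM arrays. An exchange of an HSC array with a BM or MSC array would need a high value outside the HSC group, but the lowest HSC array lay 3.52 above the highest other array, or at least 3.48 when the other arrays, none above background, are set to the lowest value above it. RNA of male donor cells in female recipients would raise several Y-linked genes, and 3 of the 4 tested were higher over the list alone. The third of them, Kdm5d, rose by 0.64 and was above background on both arrays of every group. Its signal is thus not limited to arrays with male cells. Eif2s3y and Ddx3y were above background on the HSC arrays only. This is consistent with engraftment of male BM cells in the HSC group. The design text of the series gives 7 months and the paper day 21 for these marrows, and the arrays do not tell these apart.

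Across 8848 probes the difference between BM replicate 1 and BM replicate 2 correlated with the difference between MSC and HSC (Pearson 0.314, Spearman 0.269), and probes are not independent replicates. The parallel correlations were 0.201 for the MSC arrays with HSC minus BM and -0.0157 for the HSC arrays with MSC minus BM, so that such a shift is not seen in every group. Uneven levels left by the normalization are argued against, since the correlation was 0.324 after cyclic loess and 0.343 after median scaling. Dim spots are argued against as well, since it was 0.251 over the brightest 2950 probes. The difference between the BM arrays also correlated with HSC replicate 1 minus HSC replicate 2 (0.568). A factor shared by these BM and HSC arrays was not tested. A probe-specific loss of signal remains open as a candidate explanation: between the probes of 278 genes with 2 probes the difference of the BM arrays correlated with 0.0692 (95% interval -0.0444 to 0.190), against 0.414 for MSC minus BM, but random error of the spots lowers this value too, and no biological explanation was tested.

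B-lineage transcripts were low in the MSC arrays. The difference between the BM arrays does not account for this, since the early B cell genes had a median of 0.0429 between the BM arrays and -1.92 between MSC and HSC. A dilution of all marrow RNA by another cell type is argued against, since it would lower erythroid and neutrophil genes as much, and the lower of their medians was -0.0664. A lower share of B-lineage cells may account for the pattern but is not settled: 5 of 7 B-lineage genes with values on all 4 arrays were lower on both MSC arrays than on both HSC arrays, where chance gives 16.7% per gene and 53.2% of all tested probes had the groups apart in either direction, while Cd79a (-0.04) and Cd22 (-0.01) were not, so that fewer cells and lower expression per cell cannot be told apart. A biological difference between the transplants stays open and untested.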

How the results depend on the processing

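The leave-one-out runs of the study's rule and the runs without unstable probes were chosen after seeing the data; the others were planned. Counts of genes differing in MSC against HSC (58) moved to 24 with the deposited values and 17 without a filter on dim probes, those in MSC against BM (50) to 78 after median scaling, 24 with the deposited values, 23 without a filter, 28 over probes above background on all arrays and 22 with only the 4 arrays compared. Those in HSC against BM (4) moved to 7 with background-subtracted intensities, 0 with the offset of 16, 7 after median scaling, 0 with the deposited values and 1 with only 4 arrays. By the methods' t-test after adjustment 0 passed in each comparison, and 1220, 872 and 659 had an unadjusted p under 0.05. The cause was not tested. With pool number as a replicate block the counts were 15, 21 and 0, and Ccl8 lost its call against BM (0.0739). No source says that these numbers pair samples. Deviations of equal number correlated with 0.568 between BM and HSC, -0.278 between BM and MSC and -0.199 between HSC and MSC. A factor shared by the BM and HSC arrays of equal number is not excluded, and its nature was not tested.

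Without each array in turn the counts were 28 to 89, 22 to 107 and 1 to 71. The highest were without MSC replicate 1 (89 and 107, with more higher than lower probes in both) and without BM replicate 2 (71). A lone array is there assumed to vary like the other groups. Leaving out either array of the group not compared gives the fit with only the 4 arrays compared, so that it changes the precision and no fold change. Without probes that differ by more than 1 between the arrays of the other group, limma called 241, 79 and 6 with all 6 arrays, which lowers the estimated spread by construction, and 73, 40 and 1 with 4 arrays.

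Lists past camera (8, 14 and 9) were 0, 0 and 0 with an estimated correlation, 2, 6 and 1 with fry, and 7 to 11, 10 to 17 and 6 to 13 without each array. T and NK cells in MSC against BM had a camera adjusted p of 3.79e-13 to 0.874 without each array, and reversed without MSC replicate 2 (0.874). Probes past the study's rule (34) were 52 with background-subtracted intensities, 19 over probes above background on all arrays, 193 with limma's unadjusted p, and 10 to 35 without each array (10 without HSC replicate 1, HSC replicate 2 or MSC replicate 2).

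The support for BM and HSC arrays apart from MSC (30.9%) was 5.4 with background-subtracted intensities, 63.1 with the offset of 16, 0 after median scaling, 98.2 after loess, 94.9 with the deposited values, 100 over probes above background on all arrays, 55 with Pearson correlation and 0 to 100 without each array. The MSC pair had 100 in every run holding both arrays. Y-linked genes past the test, 3 of 4, were 0 over probes above background on all arrays, where BM and MSC drop out by construction, and 2 to 4 without each array.

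Of all 7689 planned values 7126 stayed on the same side of the threshold, 437 lost and 125 gained a call and 1 reversed. Of 784 added ones 738 stayed, 11 lost, 35 gained and 0 reversed. A reversal was counted only for a value called in the main or the alternative setting. Changes of direction among values called in neither are not counted and stand among those that stayed. A block for slide or scan date was not run, since each array is its own slide and no scan date is given. Spots 2.10 to 2.69 times as bright as background limit what dim probes show.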

Differences from the paper's values

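The alternatives named here as set before the data were examined are those planned, and any other is named as chosen after seeing the values. No test of a cause was run for these differences.

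Of 45 ratios of Table 3 that could be set beside those of the arrays, 15 are lower bounds. A bound was counted as differing only when it was over 1.5 times the paper's ratio, so that a smaller bound could not differ. The bounds of Uchl1, Klk1 and Smtnl2 lay below the paper's ratios. By these limits 1 of the 45 ratios differs by more than 1.5 times and its spread. It is that of AK007907, for which the paper's ratio is 49.02 and the value here 28.8. Of the alternatives set before the data were examined, background-subtracted intensities (47.8), the deposited values (47.2), the offset of 16 (35.5) and leaving out HSC replicate 1 (34.2) bring it within these limits. Median scaling (32.5), cyclic loess (30.2), no filter, probes above background on all arrays, 4 arrays, a variance trend, the replicate block or leaving out a BM replicate (28.8 each), and leaving out HSC replicate 2 (24.3), MSC replicate 1 (30.3) or MSC replicate 2 (27.4) do not. With the deposited values 0 of the ratios differ, and with background-subtracted intensities 4 do. The paper lists 15 higher and 33 lower probes by its rule, against 11 and 23 here, which lies within the limits. Of the 48, 29 passed the rule here and 39 with the deposited values. With the deposited values, no filter and no marked spot left out, chosen after seeing the values, 83 probes passed, 41 of them from Table 3, and the other 7 of the paper's probes were tested and did not pass.

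In Fig. 6a the support for BM replicate 1 with HSC replicate 1 is about 58 for the paper, read by eye, and 29.9 here. Probes above background on all arrays (39.7) and the offset of 16 (63.1) bring it within the limits, and background-subtracted intensities (2.4), median scaling and loess (0 each), the deposited values (96.7) and Pearson correlation (0) do not. The support for BM and HSC apart from MSC is about 100 in Fig. 6a, read by eye, and 30.9 here. Probes above background on all arrays (100), the deposited values (94.9) and loess (98.2) bring it within the limits, and background-subtracted intensities (5.4), the offset of 16 (63.1), median scaling (0) and Pearson correlation (55) do not. The supports of the MSC pair and of BM replicate 2 with HSC replicate 2 match.

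Of the 13 genes that the paper's text names as changed between MSC and HSC, all lie in its direction, 7 pass limma and 12 pass the study's rule. Pink1 (adjusted p = 0.114) is called with only the 4 arrays compared (0.0271). Thbs2 (0.152) is called by no limma setting, and passes the study's rule with the deposited values (ratio 2.99). Gstm5 (0.0559) is called over probes above background on all arrays (0.0475) and with a variance trend (0.0410). Klk1, the paper's Klk6 (0.0611), is called after median scaling (0.0401) and with only 4 arrays (0.0271). Syk (0.0541) is called after median scaling (0.0445), over probes above background on all arrays (0.0467) and with a variance trend (0.0410). Emid1 (0.0957) is called by none set before the data were examined. Without probes that differ between the BM arrays, chosen after seeing the values, Emid1 is called with 4 (0.0446) and with 6 arrays (0.0349), as are Klk1 and Syk, and Gstm5 is with 6 (0.0178), while 6 of the paper's 15 higher probes are dropped. The paper states that adhesion and matrix genes fell. Of 16 matrix genes 2 fell and of 12 adhesion genes 0 over all probes, although the 3 that the paper names all lie lower. The paper also measured genes that it names, these 3 among them, by quantitative PCR in independent cohorts, which was not analysed here. It states that inflammation was counteracted. Against HSC, Klk1b5 and Il12a fell, and Saa3 (2.24, adjusted p = 0.0655), Ccl8 (2.03, 0.132) and Cxcl9 (1.05, 0.299) did not pass limma. These 3 rose in MSC against BM, and in HSC against BM they did not pass, with log2 fold changes of 3.01 for Ccl8 and 2.32 for Cxcl9 and a fold of at least 2.13 for Saa3.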

Other observations

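The cell type lists behind these values were fixed in advance, and single genes outside them were picked after their values were seen. In MSC against HSC, 14 of 14 immediate early and heat shock genes, which respond to acute stress, had a log2 fold change above 0, 4 were higher over the list alone and 0 over all probes (median 0.71, or 0.57 with lower bounds, camera adjusted p = 0.000122, and adjusted p = 0.227 with an estimated correlation). The chaperone gene Hspa1a had 1.79 (adjusted p = 0.0546) and Fos 2.93 (adjusted p = 0.316). Of 19 T and NK cell genes 0 passed over all probes and 2 over the list alone (median 1.03, camera adjusted p = 0.000304, and adjusted p = 0.647 with an estimated correlation, lost without MSC replicate 2 at 0.419). Of 21 erythroid genes 0 passed over all probes and 2 over the list alone, among them Fech (1.39), the last enzyme of heme synthesis (median 0.66, camera adjusted p = 0.000158, and adjusted p = 0.573 with an estimated correlation). Of 19 monocyte and macrophage genes 0 passed by either count (median 0.48, camera adjusted p = 0.00832, and adjusted p = 0.647 with an estimated correlation, lost without MSC replicate 2 at 0.490), and this list had a median of 0.28 between BM replicate 1 and BM replicate 2.

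Besides these and the lists of early B cells, p53 targets, antioxidant defence and interferon response, no list passed camera in MSC against HSC. Neutrophil genes had a median of -0.07 (adjusted p = 0.707), eosinophil, basophil and mast cell genes -0.35 (0.109), and stem and progenitor genes 0.03 (0.572). Endothelial genes had 0.40 (0.109, but 0.000815 without MSC replicate 1 and 0.0354 without HSC replicate 2), adipocyte genes 0.60 (0.231, but 0.00176 without MSC replicate 1), growth factors -0.03 (0.750) and DNA repair genes 0.02 (0.750), where Neil1 fell. Platelet genes had -0.003 (0.284), where 1 of 12 fell, Ppbp, and 3 were lower over the list alone. Of 4 skeletal muscle genes 0 passed, with a median of -0.21, too few for the set test.

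In MSC against BM 14 of 26 lists passed camera, and their adjusted p with an estimated correlation lay between 0.213 and 0.457. Besides those on B cells, platelets, kallikreins and interferon, they were stroma and osteoblasts (0.83, adjusted p = 1.44e-05), where the matrix genes Mgp and Col3a1 rose, mature B and plasma cells (-0.80, 2.88e-05), p53 targets (0.53, 0.000314) and antioxidant defence (0.47, 0.000352). T and NK cells (0.80, 0.000504), monocytes (0.32, 0.000646), erythroid genes (0.41, 0.00123), immediate early genes (0.34, 0.00256), adipocytes (1.06, 0.00291) and the extracellular matrix (0.56, 0.0206) passed as well. Without MSC replicate 2 the calls of T and NK cells (0.874), monocytes (0.0728), adipocytes (0.176) and the matrix (0.112) were lost. Erythroid genes lost theirs without MSC replicate 1 (0.192), immediate early genes without BM replicate 2 (0.0656) and the matrix also without BM replicate 1 (0.0986). The calls of Mgp and Col3a1 were lost without most single arrays. Among these runs, those without either HSC array equal the fit with the MSC and BM arrays alone.

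In HSC against BM 9 of 26 lists passed, with an adjusted p of 0.270 to 0.554 with an estimated correlation. Platelet genes were lower (median -1.49, or -0.996 with lower bounds, adjusted p = 1.71e-09), with Ppbp and Treml1 (-2.33) past limma and 6 of 11 lower over the list alone. Kallikreins (-0.79, 5.55e-06), mature B cells (-0.30, 0.00199) and stem and progenitor genes (-0.24, 0.0261) were lower too. Interferon response (0.66, 0.000148), early B cell genes (0.33, 0.000605), the matrix (0.46, 0.00299), stroma (0.34, 0.00353) and adipocytes (0.65, 0.0281) were higher. Without BM replicate 1 the calls of mature B cells (0.0637) and stem and progenitor genes (0.545) were lost, and without HSC replicate 2 those of stroma (0.0628), progenitors (0.162) and adipocytes (0.162). Adipocytes also lost theirs without BM replicate 2 (0.521) or HSC replicate 1 (0.0601). Treml1 was no longer called without HSC replicate 1 or either MSC array, where the runs without an MSC array equal the fit with the BM and HSC arrays alone. Zc3h11a fell by 2.01 in HSC against BM (SE 0.20, adjusted p = 0.0409 from limma). Its call was lost without most single arrays, either MSC array among them, with a log2 fold change of -1.97 to -2.01. Ccl8 had 3.01 (adjusted p = 0.252).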
